# Phloem-specific translational regulation of soybean nodulation: Insights from a phloem-targeted TRAP-seq approach

**DOI:** 10.1093/plphys/kiaf570

**Published:** 2025-11-15

**Authors:** Jae hyo Song, Shin-ichiro Agake, Sayuri Tanabata, Yaya Cui, Li Su, Bruna Montes-Luz, Dong Xu, Gary Stacey

## Abstract

Soybean (*Glycine max*) root nodulation is a symbiotic process that requires complex molecular and cellular coordination. The phloem plays a crucial role not only in nutrient transport but also in long-distance signaling that regulates nodulation. However, the molecular mechanisms underlying phloem-specific regulation during nodulation remain poorly characterized. Here, we developed a phloem-specific Translating Ribosome Affinity Purification sequencing system to investigate the translational dynamics of phloem-associated genes during nodulation. Using a phloem-specific promoter (*Glyma.01G040700*) combined with the GAL4-UAS amplification system, we successfully captured the translatome of soybean root phloem at early (72 h postinoculation, hpi) and late (21 d postinoculation, dpi) nodulation stages. Differential expression analysis revealed dynamic translational reprogramming, with 2,636 differentially expressed genes (DEGs) at 72 hpi and 8,422 DEGs at 21 dpi. Gene ontology and pathway enrichment analyses showed stage-specific regulatory shifts, including early activation of ethylene and defense pathways and late-stage enhancement of nutrient transport and vascular development. Transcription factor analysis identified *GmbHLH121* as a key phloem-specific regulator of nodulation. Functional validation using RNA interference knockdown and overexpression experiments demonstrated that *GmbHLH121* negatively regulates nodule formation, likely acting downstream of or independently from early nodulation signaling pathways. Additionally, we uncovered dynamic regulation of cell wall-modifying enzymes (pectin methylesterase [PME] and PME inhibitors) in the phloem, implicating their role in modulating plasmodesmata permeability and facilitating symplastic connectivity during nodulation. Our findings highlight the critical role of phloem-mediated translational regulation in coordinating root nodulation, emphasizing the phloem as an active regulatory hub for long-distance signaling and symbiotic efficiency.

## Introduction

Soybean (*Glycine max*) phloem plays a pivotal role in facilitating symbiotic interactions essential for root nodulation and nitrogen fixation. Beyond its primary function of transporting nutrients and metabolites, the phloem serves as a conduit for hormonal and signaling molecules that regulate plant development and symbiotic efficiency. For instance, autoregulation of nodulation (AON) relies on the movement of root-derived CLAVATA3/Embryo Surrounding Region-Related peptides via the phloem to the shoot, where they modulate *miR2111* expression to fine-tune nodule formation (Zhang et al. 2021). Additionally, shoot-derived cytokinins systemically regulate root nodulation in AON (Sasaki et al. 2014).

The phloem also mediates the translocation of critical secondary metabolites such as terpenoids, amino acids, and sucrose, which contribute to root growth and nodule maintenance under nutrient-limited conditions (Parsons et al. 1993; Ali et al. 2021). Recent 3D imaging studies highlight the complexity of the vascular network within nodules, reinforcing the importance of phloem in maintaining efficient nutrient and signaling molecule exchange (Livingston et al. 2019). Despite the phloem's critical role, the molecular basis of its regulatory function in nodulation remains inadequately characterized. While Translating Ribosome Affinity Purification sequencing (TRAP-seq) has been instrumental in elucidating tissue-specific translational mechanisms, prior research has focused on cortical tissues (Song et al. 2022). The translational landscape of the phloem during nodulation remains unexplored. To address this knowledge gap, we employed a phloem-specific TRAP-seq approach to delineate the regulatory pathways governing nodulation in soybean.

Legume nodulation is a highly coordinated process involving intricate molecular and cellular interactions between host plants and nitrogen-fixing bacteria. The establishment of symplastic continuity between sieve elements and developing nodule primordia is crucial for the translocation of macromolecules, including signaling molecules and transcription factors (TFs). Previous research indicated that during the early stages of nodule development in *Medicago truncatula*, the initiation of nodule primordia induces symplastic continuity between the root phloem and the nodule, facilitating the movement of essential signaling molecules (Complainville et al. 2003). Additionally, the role of callose in regulating symplastic communication has been highlighted, as it coordinates the development of symbiotic root nodules by establishing connections between nodule primordia initials (Gaudioso-Pedraza et al. 2018). Symplastic continuity is essential for intercellular communication during root nodule development, enabling signal exchange through plasmodesmata (PD). These channels are regulated by callose deposition and cell wall biomechanics. Pectin methylesterases (PMEs) contribute to PD modulation by de-methylesterifying pectin, releasing protons and methanol—methanol being a major metabolic product of PME activity (Fall and Benson 1996). PME-derived methanol promotes PD dilation and activates methanol-responsive genes such as β-1,3-glucanases, which degrade callose and facilitate viral spread (Dorokhov et al. 2012; Zavaliev et al. 2013). PME inhibitors (PMEIs) control PME activity by forming 1:1 inhibitory complexes in the apoplast. Overexpression of PMEIs reduces PME activity, increases pectin methylesterification, and limits methanol emission, thereby restricting callose degradation and PD expansion. PMEI expression is also induced by viral infection and methanol exposure, indicating a feedback mechanism to protect against pathogen movement (Kogovšek et al. 2010; Dorokhov et al. 2012; Yadav and Chattopadhyay 2014). These findings position the PME–PMEI module as a key regulator of PD permeability and symplastic signaling during both development and stress responses.

TFs expressed in the phloem orchestrate long-distance signaling by regulating hormone homeostasis and nutrient transport. Their role in coordinating rhizobial infection and nodule formation with whole-plant physiological requirements is crucial. Several families of TFs, including *Ethylene Response Factor* (*ERF*), *MYB*, *NAC*, *basic Helix-Loop-Helix* (*bHLH*), and *Auxin Response Factor* (*ARF*), have been implicated in various stages of nodulation, from rhizobial infection to mature nodule function. Early studies demonstrated that *ERF* TFs are integral to nodulation by mediating ethylene signaling, a key regulator of nodule number and function. Specifically, *ERN1* (*ETHYLENE RESPONSE FACTOR REQUIRED FOR NODULATION 1*) was shown to be a key positive regulator of Nod factor signaling in legumes (Middleton et al. 2007; Kawaharada et al. 2017). Similarly, *MYB* TFs have been linked to nodulation through their involvement in root hair infection and meristem formation, as seen in *LjMYB14*, which regulates flavonoid biosynthesis essential for rhizobial interaction in *Lotus japonicus* (Shelton et al. 2012). More recent research demonstrated that *GmMYB176* regulates isoflavonoid synthesis in soybean nodulation, emphasizing the conservation of *MYB* function in different legumes (Anguraj Vadivel et al. 2021). In addition, *MYB36*-dependent Casparian strip (CS) formation in *L. japonicus* was shown to be essential for effective root-to-shoot CEP1 signaling and successful nodule development and nitrogen fixation, highlighting a broader regulatory role of TFs in nodulation (Shen et al. 2025). *NAC* TFs have also emerged as key players in the nodulation process, primarily through their role in stress responses and symbiotic regulation. For instance, *MtNAC969* was shown to regulate nodule senescence by modulating stress responses in *M. truncatula* (De Zélicourt et al. 2012). *GmNAC181* promotes symbiotic nodulation and salt stress tolerance of nodulation in soybean by directly activating *GmNINa* expression, underscoring its central role in coordinating environmental and developmental signals during nodulation (Wang et al. 2022b). Additionally, other NAC TFs such as *GmNAC039* and *GmNAC018* have also been implicated in regulating nodule development, suggesting a broader role of NAC TFs in the control of legume-rhizobia symbiosis (Yu et al. 2023).

*ARF* TFs, which mediate auxin-responsive gene expression, have been implicated in the regulation of nodulation. For instance, recent studies demonstrated that expression of *GmARF8a* and *GmARF8b* is tightly controlled by *miR167c*, and this expression is essential for optimal nodule formation (Wang et al. 2015). The *bHLH* family has been implicated in root architecture modification, influencing lateral root development and nodule positioning. Studies on *MtbHLH1* indicate its role in regulating root hair growth and rhizobial attachment (Godiard et al. 2011). Furthermore, *GmbHLH300* was demonstrated to regulate iron homeostasis in soybean nodules, indicating an additional layer of metabolic regulation by *bHLH* TFs (Wu et al. 2023). While the roles of these TFs in nodulation are well known, their specific contributions within the phloem in coordinating systemic and localized nodule development remain unclear. Our study reveals dynamic changes in the expression of *ERF*, *MYB*, *NAC*, *bHLH*, and *ARF* TFs in the phloem during early and late nodulation stages, suggesting that phloem-mediated regulation plays a crucial role in integrating long-distance signaling with nodule formation. Collectively, our findings emphasize the importance of phloem-mediated transcriptional regulation in optimizing nodule development, linking systemic regulatory networks with root symbiosis.

## Results

### Development and validation of a phloem-specific TRAP-seq system

The TRAP-seq technique enables precise analysis of tissue-specific translatomes by leveraging a His-FLAG-tagged ribosomal protein L18 (HF-GmRPL18). This system facilitates the immunoprecipitation of actively translating polysomes and their associated mRNAs, providing a robust method for studying translation at a tissue-specific level (Zanetti et al. 2005). To establish a phloem-specific TRAP-seq system, we first identified a suitable phloem-specific promoter using laser capture microdissection (LCM) coupled with RNA-seq. Phloem tissues were isolated from soybean roots, and analysis of this LCM RNA-seq dataset identified the *Glyma.01G040700* promoter as phloem-specific. Published single-cell RNA (scRNA)-seq data (Cervantes-Pérez et al. 2024) further validated its strong and selective expression in phloem cells, supporting its use for phloem-targeted applications (Fig. 1A). Despite its high specificity, the intrinsic activity of the *Glyma.01G040700* promoter was insufficient to achieve the expression levels necessary for efficient translatome capture (Fig. 1B). Robust promoter activity was essential to enhance the sensitivity of ribosome-associated mRNA isolation and ensure adequate transcript recovery for downstream analyses.

**Figure 1.**
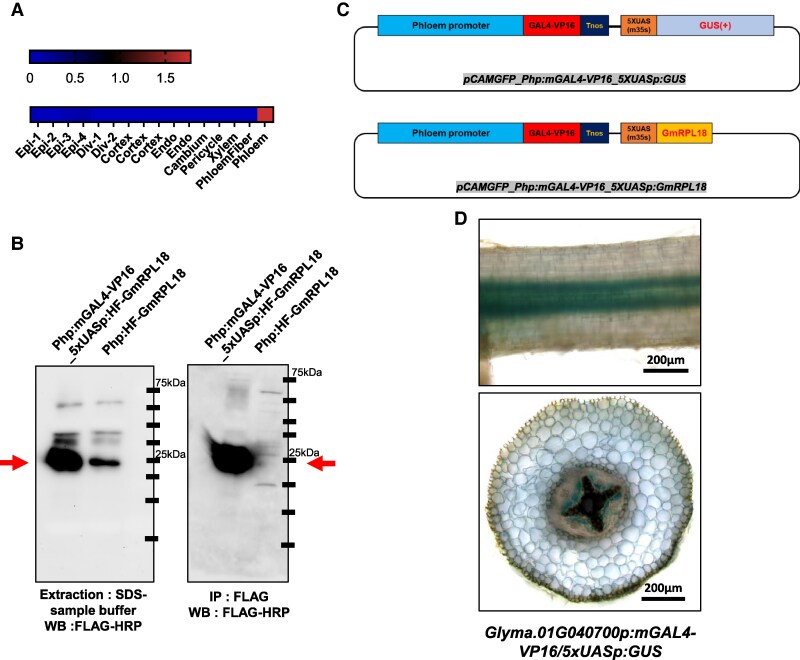
Phloem-specific TRAP-seq system design and experimental validation. **A)** In silico scRNA-seq data illustrating phloem-specific expression of *Glyma.01G040700*, confirming promoter suitability. **B)** Western blot analysis confirming HF-GmRPL18 protein expression (left) and successful immunoprecipitation of ribosome complexes (right), validating the functionality of the TRAP system in phloem tissue. **C)** Schematic representation of TRAP-seq constructs. A phloem-specific promoter (Php) drives the expression of GAL4-VP16, which activates UAS-controlled GUS or HF-GmRPL18 for promoter validation and ribosome tagging, respectively. **D)** GUS reporter assay validating promoter activity. Strong phloem-specific GUS signals are observed in root longitudinal sections (top) and transverse sections (bottom). Scale bar, 200 *µ*m.

To overcome this limitation, we implemented the GAL4-UAS system, which significantly amplified promoter-driven expression while preserving tissue specificity (Fig. 1C). In this system, *GAL4-VP16* was placed under the control of the *Glyma.01G040700* promoter, leading to a substantial increase in HF-GmRPL18 expression, as confirmed by immunoblot analysis in transgenic roots. This optimized system provided enhanced translatome capture efficiency, enabling detailed studies of phloem-specific gene regulation. To validate system functionality, we performed GUS reporter assays, which confirmed phloem-specific promoter activity (Fig. 1D). Additionally, TRAP-seq experiments were conducted at 72 h postinoculation (hpi) and 21 d postinoculation (dpi) to analyze dynamic gene expression changes in the phloem during nodulation. 

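Gene counts were deposited for 12 TRAP-seq libraries of HF-GmRPL18-expressing soybean hairy roots, in which RNA bound to the tagged ribosomes of phloem cells was purified and sequenced. There were 3 biological replicates in each of 4 groups, mock and rhizobium-inoculated roots at 72 hpi and at 21 dpi. About 10 g of root material was used per sample. The paper gives an inoculum with an optical density of 0.1 and a yield of at least 400 ng of mRNA, where the sample labels give 1.0 and at least 500 ng. Mock plants received 0.5 mM ammonium nitrate and inoculated plants received none, so every comparison of inoculated with mock roots also compares nitrogen supply. The authors aligned paired reads of 75 bp with STAR (version 2.7.4a) and counted them on genes with HTSeq (version 0.14), and the deposited values are raw counts per gene. Gene counts per library ranged from 42743434 to 48678195 in 72 hpi mock roots, with a median of 44645191, and from 39789343 to 46863910 in 72 hpi inoculated roots, with a median of 46026728. At 21 dpi, they ranged from 63114579 to 69412279 in mock roots (median 68210042) and from 44950853 to 50373062 in inoculated roots (median 47143639). Between 2.24% and 4.29% of the values in a library's file were alignments to more than 1 place. HTSeq leaves these off every gene by default, but the option used was not found. Inoculated roots were compared with mock roots within each time point by edgeR's quasi-likelihood F test after TMM normalization, for genes with a total of at least 10 counts over the 6 libraries, with Benjamini-Hochberg adjustment (FDR). DEGs were called at an FDR under 0.01 and a |log2-fold change| over 1. Standard errors (SE) of log2-fold changes were taken as the size of the change divided by the square root of F. Levels are given as CPM, TMM-normalized over the 12 libraries, as mean ± SD (n = 3). With 3 replicates in each group, an exact permutation test of a single gene cannot give a p under 0.1, so p-values come from the model fitted across all genes. The reads carry no molecular identifiers, so counting intervals and lower bounds cover counting error only.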

Immunoblot analysis of HF-GmRPL18-expressing transgenic roots demonstrated sufficient protein accumulation for efficient immunoprecipitation, validating the system's capacity to selectively capture ribosome-associated mRNAs with high specificity and reliability (Fig. 1B).

To further assess the phloem specificity of our TRAP-seq data, we compared the resulting differentially expressed genes (DEGs) with a publicly available scRNA-seq dataset of soybean root tissues (Cervantes-Pérez et al. 2024). Under commonly applied filtering thresholds (TRAP-seq: read count ≥10; scRNA-seq: normalized expression >0.1 in ≥5% of cells), ∼96% of genes enriched in phloem (Cluster #16) and phloem fiber (Cluster #15) in the scRNA-seq dataset were also detected in our phloem TRAP-seq data (Supplementary Fig. S1). This strong concordance supports the conclusion that the transcripts captured by our TRAP-seq system predominantly originate from phloem cell types, reinforcing the tissue specificity and reliability of our approach.

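In the mock libraries, 40182 genes at 72 hpi and 42347 genes at 21 dpi reached a total of at least 10 counts over the 3 replicates, which is 76.0% and 80.1% of the genes counted. Of these, 39826 genes reached it at both time points. The number moved most when 10 counts were required in every library, to 36636 genes at 72 hpi and 39234 genes at 21 dpi. The single-cell data were not analysed here, so the overlap with the phloem clusters was not recomputed.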

### Time-dependent translational reprogramming in soybean root phloem

This study aimed to investigate the translational dynamics in soybean root phloem during early (72 hpi) and late (21 dpi) stages of nodulation in response to rhizobial infection. 

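At 72 hpi, 42110 genes were tested and 3082 passed the thresholds, of which 2674 (86.8%) were higher and 408 lower in inoculated than in mock roots. At 21 dpi, 44310 genes were tested and 9240 passed, 5138 (55.6%) of them higher and 4102 lower. The common dispersion was 0.000978 at 72 hpi and 0.00464 at 21 dpi, a biological coefficient of variation of 3.13% and 6.81%. In 3062 of the 3082 genes and 9213 of the 9240, every inoculated library lay beyond every mock library, a separation that chance gives for 10% of genes and that 60.6% and 75.5% of all genes tested showed. The median log2-fold change of the genes that rose was 1.76 at 72 hpi and 1.67 at 21 dpi, and that of the genes that fell was -1.31 and -1.54. Where a group had no counts, as in 63 of the genes that rose at 72 hpi and 252 at 21 dpi, the fitted change depends on the prior count. With such genes set to the bound that 3 counts allow, these medians did not change. The alternative that moved the numbers most was an FDR under 0.001 with a |log2-fold change| over 2. It gave 1003 genes at 72 hpi and 2831 genes at 21 dpi. These are the values in the titles of Fig. 2A, whose fold change of 2 was read as log2 from the plotted axis.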

The extent of translational reprogramming, visualized in the volcano plot (Fig. 2A), was determined by identifying 2,636 DEGs at 72 hpi and 8,422 DEGs at 21 dpi under the criteria of false discovery rate (FDR) < 0.01 and |log_2_-fold change| > 1 (Supplementary Table S1). A Venn diagram analysis quantified the shifts in translational activity across nodulation stages. At 72 hpi, 1,171 and 157 DEGs were uniquely upregulated and downregulated, respectively, while at 21 dpi, 3,711 and 3,403 were upregulated and downregulated. Among these, 122 DEGs transitioned from downregulated at 72 hpi to upregulated at 21 dpi. Additionally, 859 DEGs were consistently upregulated at both time points, 298 DEGs shifted from upregulated at 72 hpi to downregulated at 21 dpi, and 29 DEGs remained downregulated throughout (Fig. 2B; Supplementary Table S2). These findings highlight dynamic translational regulation in soybean root phloem during nodulation. 

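Of the genes that passed the thresholds here, 1358 rose and 209 fell at 72 hpi only, and 4002 rose and 3723 fell at 21 dpi only. At both time points, 976 genes rose and 39 fell, while 340 genes rose at 72 hpi and fell at 21 dpi and 160 went the other way. These 1515 shared genes compare with 610.1 expected if calls at the 2 time points were independent over the 41825 genes tested at both. Across all genes tested at both, the log2-fold changes at the 2 time points had a Spearman's rho of 0.0553 across genes, which are not independent replicates, and of 0.0452 over genes with a mean over 1 CPM. A gene past the threshold at 1 time point only is not thereby shown to respond differently, so the difference between the 2 log2-fold changes was tested directly in all 12 libraries by edgeR's quasi-likelihood test of the time-by-inoculation interaction with Benjamini-Hochberg adjustment. Of 45141 genes tested, 9131 had a difference over 1 at an FDR under 0.01, 4204 with the higher log2-fold change at 21 dpi and 4927 with the higher one at 72 hpi. This split depends on the processing, since the share higher at 21 dpi went from 46.0% to 39.7% with library size in place of TMM normalization. The 9131 genes included 852 of the 1358 genes that rose at 72 hpi only, 2394 of the 4002 that rose at 21 dpi only, and 2682 of the 3723 that fell at 21 dpi only. Also among the 9131 genes were 323 of the 976 that rose at both time points. The 500 genes that changed in opposite directions are all among them, which the way they were chosen leaves little room to avoid. The paper's own lists in Table S2 are readable in full for 6 categories, and 1124 of its 1171 genes that rose at 72 hpi only and 846 of its 859 that rose at both time points fell into the same category here. From its categories, the paper concludes that translation in root phloem is dynamically regulated during nodulation.

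**Figure D1:**
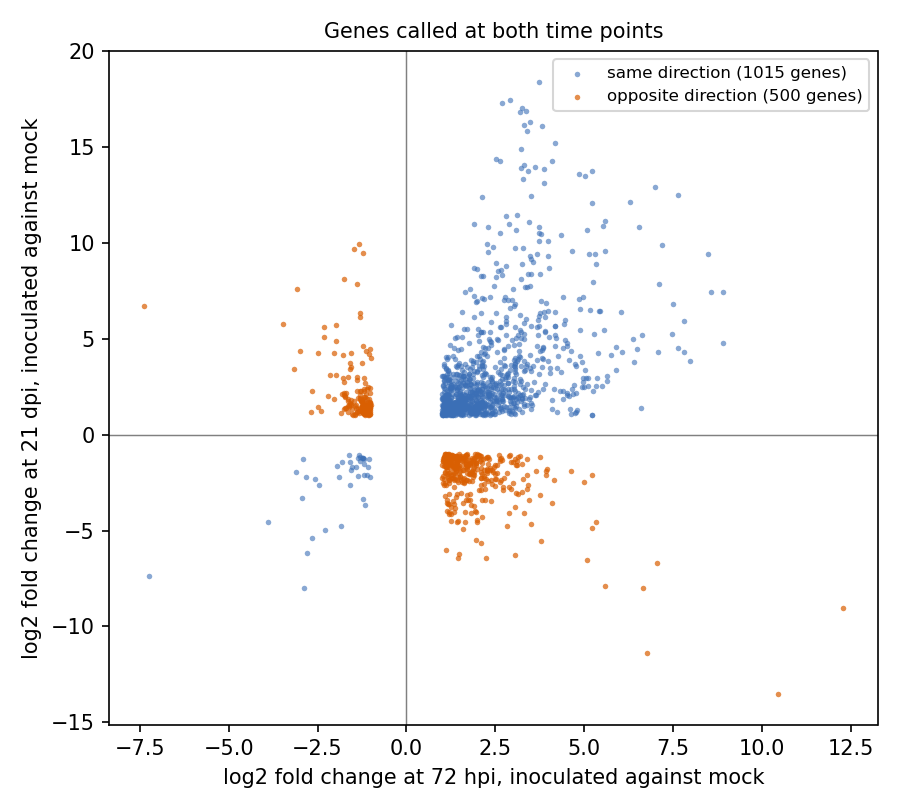
Log2-fold change of inoculated against mock roots at 72 hpi (horizontal axis) and at 21 dpi (vertical axis) for the 1515 genes called at both time points, each point a gene. The 1015 genes that changed in the same direction lie in the upper right and lower left, and the 500 that changed in opposite directions in the upper left and lower right.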

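Among the genes shown for 72 hpi, Glyma.03G058800 had 0.0154 ± 0.0134 CPM in mock and 89.4 ± 2.59 CPM in inoculated roots at 72 hpi, from 2 and 10969 counts. This is a ratio of 5678 with a 95% counting interval (exact Clopper-Pearson) from 1571 to 46889.5, and an FDR of 4.8e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 21 dpi, the gene went the other way, from 90.4 ± 4.47 CPM in mock to 0.169 ± 0.0672 CPM in inoculated roots, a log2-fold change of -9.05 (SE 0.13, FDR 5.2e-13). It lies among 13 genes with opposite directions at the 2 time points within 50 neighbouring genes of chromosome 3. Glyma.05G101300, annotated as an auxin-responsive GH3 family protein, rose from 3.18 ± 0.444 to 556 ± 4.97 CPM, a log2-fold change of 7.50 (SE 0.05, FDR 1.3e-38). GmPME25 (Glyma.03G029100) rose by 7.11 on the log2 scale (FDR 9.8e-31), the 4-coumarate:CoA ligase gene Glyma.11G091600 by 5.57 (FDR 1.9e-29) and the expansin-like gene Glyma.05G065200 by 5.53 (FDR 2.2e-31), each higher in 3 of 3 inoculated libraries than in any mock library. By size of log2-fold change, the 5 genes ranked 1, 18, 25, 74 and 77 among the 2674 genes that rose at 72 hpi.
The 5 genes shown for 21 dpi, the expansin-like gene Glyma.05G065300, the lipid-transfer protein genes Glyma.18G033200, Glyma.11G225000 and Glyma.18G032500, and the protease inhibitor gene Glyma.09G162700, ranked 1 to 5 of the 5138 genes that rose at that time point. None of them had a count in the 3 mock libraries at 21 dpi, so their fitted log2-fold changes, from 16.87 to 18.41, depend on the prior count of 0.125. Against the 3 counts that a count of 0 allows, Glyma.05G065300 was at least 52217-fold higher and Glyma.09G162700 at least 17966-fold higher in inoculated roots. Glyma.05G065300 had 700.1 ± 24.3 CPM in inoculated roots at 21 dpi, against 185 ± 2.76 CPM in mock and 2354 ± 51.6 CPM in inoculated roots at 72 hpi. For each of the 5 genes, every inoculated library at 21 dpi lay below every inoculated library at 72 hpi.

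**Figure D2:**
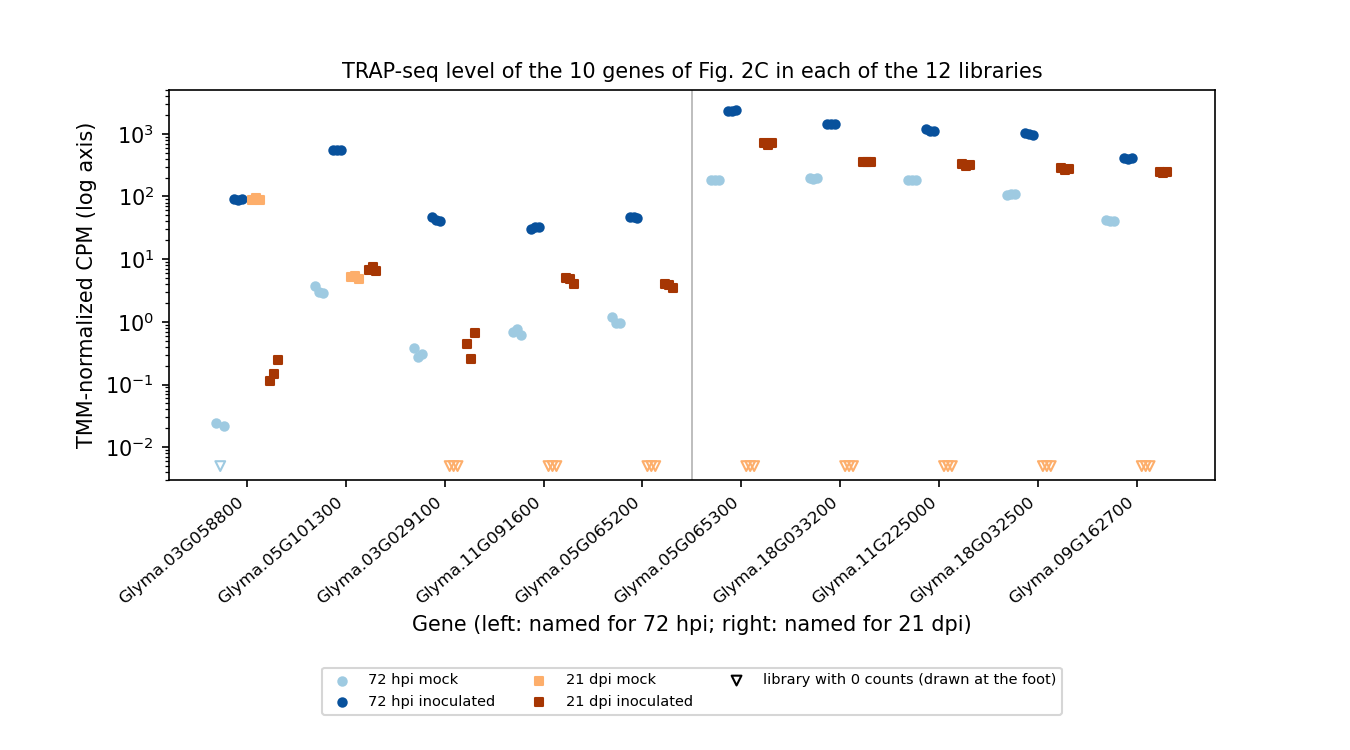
TMM-normalized CPM (vertical log axis) of the 10 genes of Fig. 2C in each of the 12 libraries, each point a library and each colour a group of 3. Open triangles at the foot of the axis mark libraries with 0 counts, among them all 3 mock libraries at 21 dpi for the 5 genes on the right.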

A heatmap of normalized TRAP-seq data illustrated the extent of induction for the top 5 upregulated DEGs at each time point, demonstrating their significant expression in rhizobium-inoculated samples (Fig. 2C). RT-qPCR was subsequently performed to confirm these findings, showing strong agreement with TRAP-seq data (Fig. 2D). The consistency between RT-qPCR and TRAP-seq results reinforces the reliability of translational profiling in capturing stage-specific regulatory changes.

**Figure 2.**
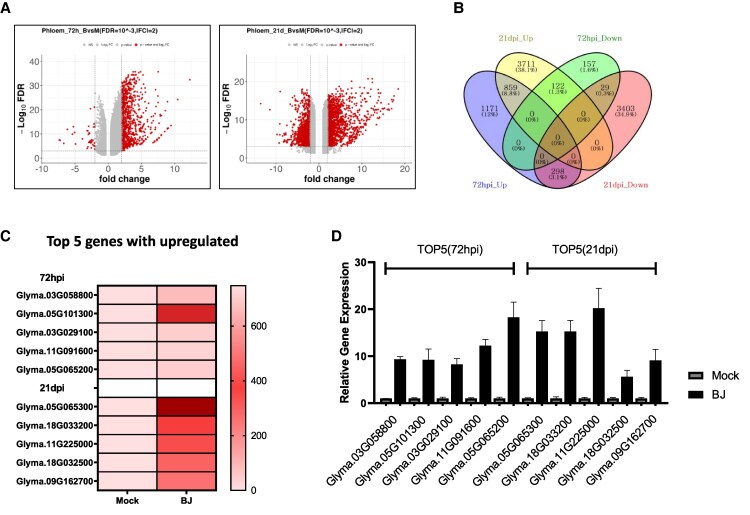
Differential gene expression analysis in soybean root phloem using TRAP-seq and validation. **A)** Volcano plots of DEGs in root phloem at 72 hpi (left) and 21 dpi (right) with mock and rhizobacterial treatment. Significant genes (FDR < 0.1, |log_2_ FC| ≥ 2) are shown in red. **B)** Venn diagram showing overlaps of upregulated and downregulated genes between 72 hpi and 21 dpi conditions. **C)** Heatmap of normalized RNA-seq expression values for the top 5 upregulated genes at 72 hpi and 21 dpi. The color scale represents the average expression levels. **D)** Bar graph showing RT-qPCR validation of the top 5 upregulated genes, displaying relative expression levels compared to mock conditions. Data are presented as mean values from 3 biological replicates (*n* = 3), with error bars indicating the standard error (Se).

### Functional genomics and metabolic pathways underlying root phloem's role in nodulation

To elucidate the translational regulatory mechanisms governing phloem function during nodulation, we conducted Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and gene ontology (GO) enrichment analyses to identify key biological processes enriched in phloem-associated transcripts at 72 hpi and 21 dpi, using REVIGO (Supek et al. 2011) (REduce and Visualize Gene Ontology) to summarize and reduce redundancy in GO terms for clearer interpretation (Supplementary Tables S3 and S4).

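The genes that the study listed under these terms in Table S3 were drawn from its own DEGs in the same libraries. Their direction is therefore not independent evidence. Picking genes by their change at 1 time point also favours a difference in the test of the interaction, so those counts only describe the lists. The enrichment itself was not recomputed because no term annotation was held. All 22 genes listed for secondary cell wall biogenesis passed the thresholds upward at 72 hpi, with a median log2-fold change of 1.77, and 1 of them did so at 21 dpi. For 12 of the 22, the rise was smaller at 21 dpi by the test of the interaction. The 18 genes of the ethylene-activated signaling pathway all rose at 72 hpi (median 1.70), whereas at 21 dpi 3 rose and 5 fell, and the response was lower at 21 dpi in 13. All 23 genes listed for jasmonic acid signaling rose at 72 hpi (median 1.69), as did all 19 listed for the response to brassinosteroid (median 1.52), and 7 genes of each list also rose at 21 dpi, while 4 and 3 fell. By the test of the interaction, the response was lower at 21 dpi in 14 and 7 genes of these lists and higher in 2 and 3. The 8 genes listed for phloem transport rose with a median of 2.80, and of the 5 listed for regulation of amino acid transport, 4 passed. The number for secondary cell wall biogenesis moved most under either threshold of 2 on the |log2-fold change|, to 5 of the 22 genes.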

At 72 hpi, upregulated pathways fell into 3 main categories: (i) structural and defense responses, including cell wall biogenesis and ethylene signaling, which facilitate early nodulation-related adaptations and the formation of a symplastic network; (ii) hormonal and regulatory pathways, such as jasmonic acid and brassinosteroid signaling, that coordinate nodulation responses and cell communication; and (iii) transport functions, including phloem transport and amino acid regulation, establishing initial nutrient mobilization essential for nodule development (Fig. 3A; Supplementary Fig. S2A). Conversely, downregulated pathways at this stage were mainly associated with secondary metabolism, including phenylpropanoid, flavonoid, and lipid biosynthesis, reflecting a temporary suppression of energy-intensive biosynthetic activity during early phloem adaptation and defense reprogramming (Fig. 3B; Supplementary Fig. S2B). 

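Of the genes that Table S3 lists under these terms, all 16 of the phenylpropanoid biosynthetic process fell at 72 hpi, with a median log2-fold change of -1.24. All 4 listed for flavonoid biosynthesis fell (median -1.33), and so did all 7 listed for lipid biosynthesis proteins (median -1.26). At 21 dpi, 10 of the 16 phenylpropanoid genes rose, 1 of the 4 flavonoid genes rose, and of the 7 lipid genes 5 rose and 2 fell. In all 16 phenylpropanoid genes and all 4 flavonoid genes, the response was higher at 21 dpi by the test of the interaction. The same held for 5 of the 7 lipid genes. Listing these genes for their fall at 72 hpi favours this outcome.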

By 21 dpi, enriched pathways shift to (i) transport-related processes, such as phosphate ion homeostasis, reflecting the phloem's role in regulating nutrient movement into developing nodules; (ii) structural modifications, including vascular differentiation and cell wall modification, reinforcing nodule vasculature for sustained transport; and (iii) regulatory mechanisms like amino acid transport and mechanical stimulus response, ensuring proper coordination of mature nodule function (Fig. 3C; Supplementary Fig. S2C). 

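For 21 dpi, the copy of Table S3 gives complete lists for some terms and the first 24 genes for longer ones. All 8 genes listed upward for phosphate ion homeostasis rose at 21 dpi, with a median log2-fold change of 2.63, and 3 of them also rose at 72 hpi. The table lists the same term among the genes that fell, and all 10 of those fell (median -2.60). The 24 readable genes of 33 for xylem development all rose (median 1.55), as did the 24 readable of 28 for cell wall modification (median 2.24), whereas 24 readable of 27 listed for cell wall modification among the falling genes all fell. Of the 6 genes listed for regulation of amino acid transport at 21 dpi, 5 passed the thresholds upward.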

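Among the genes that Table S3 lists as falling at 21 dpi, the 24 readable of 59 for starch and sucrose metabolism all fell, with a median log2-fold change of -1.77, and 5 of them rose at 72 hpi. The 24 readable of 40 for nuclear division (median -1.33) and of 56 for the mitotic cell cycle process (median -1.31) fell as well. By the test of the interaction, 16 and 15 of them had a lower response at 21 dpi than at 72 hpi. Their listing for a fall at 21 dpi favours this outcome. All 20 genes listed for the glycosyl compound catabolic process fell (median -1.68), as did the 24 readable of 36 for DNA recombination (median -1.27). The 11 genes listed as falling for phloem transport had a median of -1.51, and 1 of them rose at 72 hpi.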

Concurrently, downregulated pathways at 21 dpi indicate a shift from early proliferation to functional specialization, categorized as (i) reduced carbohydrate metabolism, including starch and sucrose metabolism, prioritizing nitrogen assimilation; (ii) decreased cell proliferation, marked by lower nuclear division and mitotic activity, indicating meristem transition; and (iii) suppressed biochemical pathways, such as glycosyl metabolism and DNA recombination, suggesting stable genomic regulation in mature nodules (Fig. 3D; Supplementary Fig. S2D). These findings highlight the role of the phloem in first establishing and later regulating the symplastic transport network essential for effective nodule function and nitrogen fixation (Complainville et al. 2003).

**Figure 3.**
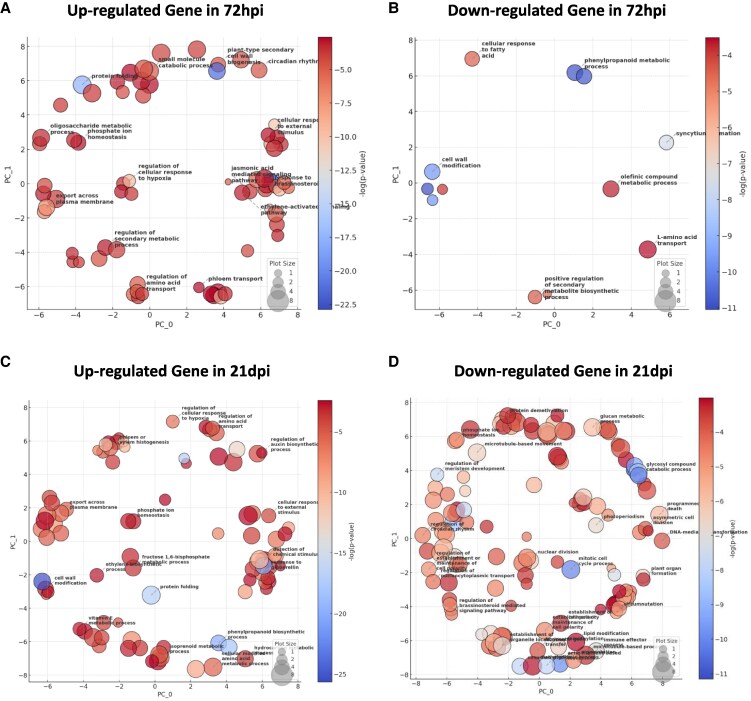
GO enrichment analysis of DEGs in soybean root phloem. REVIGO visualization of biological process GO enrichment based on DEGs at 72 hpi and 21 dpi. Each sphere represents a GO term, positioned by semantic similarity, with color indicating −log_10_(*P*-value) and size representing term frequency. **A)** Upregulated genes at 72 hpi, **B)** downregulated genes at 72 hpi, **C)** upregulated genes at 21 dpi, **D)** downregulated genes at 21 dpi.

### Temporal and spatial expression patterns of PME and PMEI genes in soybean root nodulation

The symplastic transport network plays a fundamental role in nodule formation and function. Previous studies showed that PMEs and PMEIs regulate PD permeability by altering cell wall methylesterification and methanol emission, thereby influencing callose turnover and intercellular communication (Fall and Benson 1996; Kogovšek et al. 2010; Dorokhov et al. 2012; Zavaliev et al. 2013; Yadav and Chattopadhyay 2014). Given the observed regulation of various cell wall-modifying enzymes by bacterial infection in the phloem, we conducted a detailed analysis of the expression dynamics of PME and PMEI to elucidate their potential involvement in PD regulation.

Phloem TRAP-seq analysis and genome-wide studies revealed distinct temporal and spatial expression patterns of *PME* and *PMEI* genes during soybean nodulation, categorizing each gene family into 4 functional groups (Wang et al. 2020, 2021). Group I *PME* genes, significantly upregulated at 72 hpi and maintained at 21 dpi, largely overlap with *PMEI* Group I genes, both containing a PMEI domain that enables self-regulation of PME activity. This regulation balances cell wall flexibility and reinforcement, potentially contributing to PD remodeling and the establishment of symplastic connectivity during nodulation (Fig. 4, A to C; Supplementary Table S5). In contrast, several Group III and IV *PME* genes were predominantly expressed at later stages, contributing to nodule maturation and structural stabilization (Fig. 4A; Wang et al. 2021). 

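Table S5 lists 20 PME genes in Group I. At 72 hpi, 12 of them rose and 1 fell past the thresholds, and at 21 dpi 13 rose and 1 fell, with 6 rising at both time points. The counts were the same when the FDR was adjusted over the list alone, which is not independent evidence because the study chose the list from these libraries. GmPME25 (Glyma.03G029100) had 0.323 ± 0.0573 CPM in mock and 43.5 ± 3.03 CPM in inoculated roots at 72 hpi. At 21 dpi it had no count in mock roots and 0.456 ± 0.208 CPM in inoculated roots, from 68 counts, which is at least 34.0-fold higher (FDR 4.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GmPME27 (Glyma.03G029400) rose from 241 ± 1.89 to 1161 ± 14.4 CPM at 72 hpi, a log2-fold change of 2.32 (SE 0.02, FDR 4.6e-34), and fell by 0.66 on the log2 scale at 21 dpi, which is under the threshold. Requiring a |log2-fold change| over 2 and an FDR under 0.001 moved the number of rising Group I genes at 21 dpi most, to 4.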

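The lists in Table S5 hold 2 PME genes of Group III, GmPME38 (Glyma.05G190300) and GmPME60 (Glyma.08G147900), and 2 of Group IV, GmPME55 (Glyma.07G125100) and GmPME1 (Glyma.01G006800). At 21 dpi, all 4 rose past the thresholds, by 1.78, 1.51, 1.75 and 1.72 on the log2 scale, whereas at 72 hpi their log2-fold changes lay between -0.63 and -0.34. The response was higher at 21 dpi in all 4 by the test of the interaction, which their choice from these libraries favours. GmPME38 had 19.0 ± 0.204 CPM in mock and 64.9 ± 0.921 CPM in inoculated roots at 21 dpi (FDR 1.3e-10), against 48.8 ± 2.98 and 30.3 ± 0.388 CPM at 72 hpi. GmPME1 and GmPME55 were higher in mock roots at 72 hpi, with 19.1 ± 0.448 and 1.76 ± 0.150 CPM, than in inoculated roots at 21 dpi, with 12.7 ± 0.514 and 1.49 ± 0.0938 CPM, and GmPME60 was lower, with 13.3 ± 0.0445 against 16.9 ± 0.883 CPM. All 4 changes at 21 dpi were under 2, so the stricter thresholds on the |log2-fold change| remove them.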

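The PMEI list of Table S5 holds 38 genes, 22 in Group I and 16 in Group III, and 21 of the 38 are also on its PME list. The log2-fold changes beside 37 of these 38 gene identifiers in the copy of the table match those of other genes on the list, so groups were taken as they stand beside the identifiers and values from the counts. In PMEI Group I, 11 genes rose and 1 fell at 72 hpi, and 15 rose and 2 fell at 21 dpi. In PMEI Group III, 4 genes rose at 72 hpi, and 13 rose and 2 fell at 21 dpi. GmPMEI57 (Glyma.06G192400), of Group III, rose from 21.6 ± 0.565 to 75.3 ± 2.61 CPM at 72 hpi, a log2-fold change of 1.86 (SE 0.04, FDR 4.5e-26), and by 1.15 on the log2 scale at 21 dpi. Of the 21 genes on both lists, 11 rose at 72 hpi, 15 rose at 21 dpi and 6 rose at both. The largest change in PMEI Group III at 72 hpi was under 2, so either threshold of 2 on the |log2-fold change| removes its 4 rising genes.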

The upregulation of both *PMEI* Group I and Group III genes at 72 hpi and 21 dpi, with most containing PME domains, suggests that self-regulation is essential for coordinated cell wall modifications (Fig. 4, A and C). These findings suggest that *PME* and *PMEI* genes not only mediate cell wall modifications but also regulate PD connectivity, ultimately influencing nodulation efficiency.

**Figure 4.**
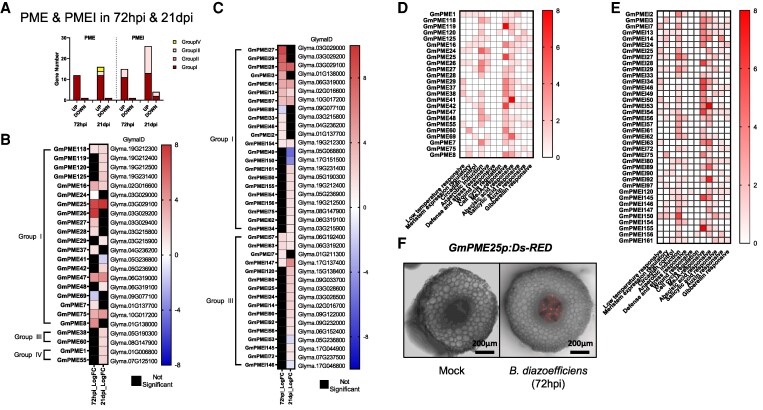
Temporal expression and regulatory analysis of PME and PMEI genes in soybean root phloem during nodulation. **A)** Classification and distribution of differentially expressed PME and PMEI genes at 72 hpi and 21 dpi. **B** and **C)** Heatmaps depicting log_2_ fold change (log_2_FC) in PME (B) and PMEI (C) gene expression over time. **D** and **E)**  *Cis*-regulatory element analysis of PME (D) and PMEI (E) promoters, with color intensity indicating element frequency. **F)** Ds-RED fluorescence assay showing *GmPME25* promoter activity in soybean root phloem at 72 hpi. Scale bar = 200 *µ*m.

*Cis*-element analysis of *PME* and *PMEI* promoter regions using PlantCARE identified MeJA-responsive, ABA-responsive, and anaerobic induction-related elements in both *PME* and *PMEI* genes (Fig. 4, D and E; Supplementary Table S6). These findings suggest that *PME* and *PMEI* expression is modulated by jasmonic acid, abscisic acid, and oxygen availability, aligning their activity with environmental and hormonal cues during nodulation. Functional validation using *GmPME25p:Ds-RED* confirmed *GmPME25* activation in root phloem at 72 hpi, reinforcing its role in early nodule development (Fig. 4F).

To further investigate the functional contribution of *PME25* to nodulation, we generated hairy roots expressing either the *PMEI* or *PME* domain of *GmPME25* under a phloem-specific promoter used for the TRAP-seq system (Fig. 5A). Phloem-specific overexpression of the *PME* domain significantly enhanced nodule number, whereas overexpression of the *PMEI* domain led to a substantial reduction (Fig. 5, B and C). Consistently, RT-qPCR analysis confirmed that PME25 transcript levels were effectively reduced in *PME25*-RNA interference (RNAi) hairy roots (Supplementary Fig. S3B). These opposing phenotypes were accompanied by corresponding changes in callose deposition, as visualized by aniline blue staining (Fig. 5D; Supplementary Fig. S3A), suggesting that modulation of PD permeability via PME/PMEI activity in the phloem influences symplastic signaling and nodulation efficiency. In contrast, *PME25-RNAi* lines did not exhibit significant changes in nodule number or callose accumulation compared with the empty vector (EV) control, possibly due to functional redundancy among PME family members.

**Figure 5.**
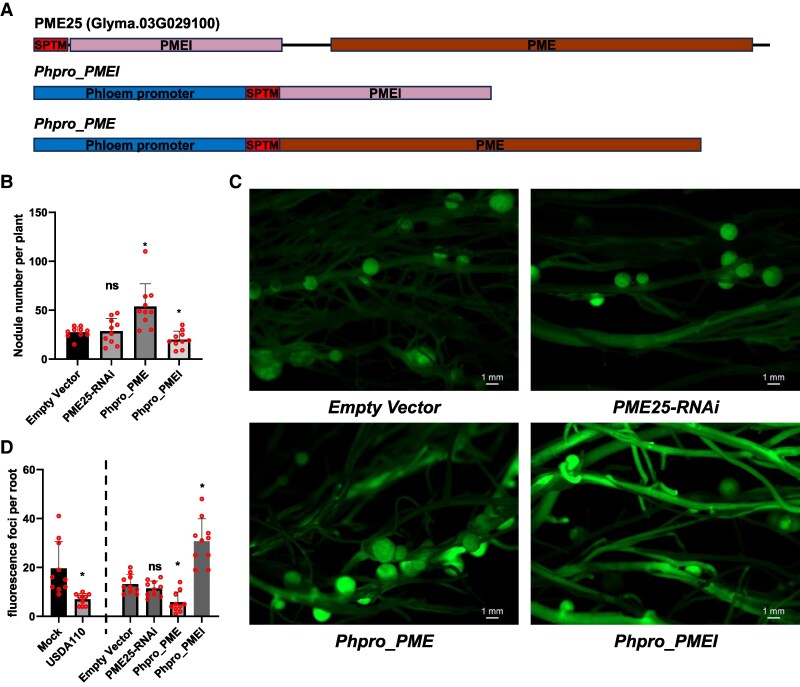
PME25 domain architecture and its effects on nodule phenotype and callose accumulation. **A)** Schematic representation of the *GmPME25* (*Glyma.03G029100*), showing the N-terminal PMEI domain (pink) and the C-terminal PME domain (brown). The signal peptide and transmembrane region (SPTM) is indicated in red. Constructs used for transgenic analysis include the PMEI or PME domain fused with the SPTM sequence and driven by the phloem-specific promoter used in the TRAP-seq system. **B)** Quantification of nodule numbers per plant in control (EV) and transgenic lines: *PME25-RNAi*, *Phpro_PMEI* (phloem-specific expression of the PMEI domain of PME25), and *Phpro_PME* (phloem-specific expression of the PME domain of PME25). Data are presented as mean values from 3 biological replicates (*n* = 3), with error bars indicating the standard error (Se). Statistical analysis was performed using 1-way ANOVA with Dunnett's test (*P* < 0.05 considered significant). **C)** Representative GFP fluorescence images showing nodule phenotypes in transgenic roots, confirming successful transformation and illustrating differences in nodule number and morphology. Scale bars = 1 mm. **D)** Quantification of callose deposition using aniline blue staining in wild-type roots (Mock, USDA110) and transgenic roots as in Supplementary Fig. S3A. Fluorescent callose foci were counted per root to assess relative callose accumulation across genotypes. Statistical analysis was performed using unpaired 2-tailed *t*-test (left) or 1-way ANOVA with Dunnett's test (right) with error bars indicate Se (*P* < 0.05 considered significant).

### Dynamic regulation of transcription factors in soybean root phloem during nodulation

TF control plays a crucial role in the symbiosis between legumes and rhizobia. However, the temporal roles of major TFs in the phloem remain unclear despite its essential function in systemic signaling. This study analyzed TF expression in the root phloem at 72 hpi and 21 dpi, revealing stage-specific regulatory shifts (Supplementary Table S7). At 72 hpi, *ERF* (TF index number 34) exhibited the highest increase in expression, followed by upregulation of *C2H2* (TF index number: 13), *NAC* (TF index number: 26), *MYB* (TF index number: 17), *WRKY* (TF index number: 21), *bHLH* (TF index number: 16), and *LBD* (TF index number: 10) (Fig. 6A). Minimal reductions in expression were observed, with only slight suppression of *ERF* (TF index number: 2) (Fig. 6A). 

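Table S7 lists 737 transcription factor genes that the study called in these libraries, so counts over the list are not independent evidence of a change. Here, 35 ERF genes of the list rose at 72 hpi, 25 NAC genes, 22 WRKY genes, 17 MYB genes, 16 bHLH genes, 14 C2H2 genes and 10 LBD genes. Adjusted over the list alone, 36 ERF genes rose, and the numbers for the other 6 families were the same. Of the genes that the table gives as rising, 34 of 34 ERF genes passed, with a median log2-fold change of 2.01, 25 of 26 NAC genes (median 1.69) and 10 of 10 LBD genes (median 1.85). Fewer genes fell, 13 on the whole list against 240 that rose, and 3 of them were ERF genes. The ERF number at 72 hpi moved most with an FDR under 0.001 and a |log2-fold change| over 2, to 17 genes.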

At 21 dpi, *ERF* (TF index number: 49) and *MYB* (TF index number: 53) showed the highest expression levels, followed by consistent upregulation of *bHLH* (TF index number: 35) and *NAC* (TF index number: 30). *C2H2* (TF index number: 21) maintained stable expression, while *ARF* (TF index number: 10) exhibited the most significant reduction. 

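At 21 dpi, 53 MYB genes, 48 ERF genes, 38 bHLH genes, 30 NAC genes and 21 C2H2 genes of the list in Table S7 rose, out of 379 genes that rose and 220 that fell. The 10 listed ARF genes all fell, with log2-fold changes from -2.36 to -1.02 and a median of -1.16. At 72 hpi, their log2-fold changes lay between -0.36 and 0.07, under the threshold. By the test of the interaction, 6 of the 10 responded lower at 21 dpi, which listing them for their fall there favours. By number, more bHLH, WRKY, GRAS, ERF, G2-like, MYB and C2H2 genes fell at 21 dpi than ARF genes, with 15 GRAS, 14 ERF and 14 G2-like genes, but genes of these families also rose, among them 5 GRAS and 6 G2-like genes, and no listed ARF gene did. Under either threshold of 2 on the |log2-fold change|, 2 of the 10 ARF genes passed.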

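Of the listed genes that fell at 21 dpi, 19 were WRKY genes with a median log2-fold change of -1.29, 12 were C2H2 genes (median -1.17), 20 were bHLH genes (median -1.25) and 12 were MYB genes (median -1.45). In the WRKY family, 25 genes rose at the same time point. With an FDR under 0.1 and a |log2-fold change| of at least 2, the values in the legend of Fig. 2A, 3 WRKY, 2 C2H2, 4 bHLH and 4 MYB genes fell.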

*WRKY* (TF index number: 19) and *C2H2* (TF index number: 12) were downregulated, and moderate suppression was observed in *bHLH* (TF index number: 20) and *MYB* (TF index number: 12) (Fig. 6A). In the maturation phase, *MYB* and *ERF* persist as central regulators, facilitating secondary metabolism and vascular differentiation and ensuring the developmental progression of nodules. The decline in *ARF* expression at 21 dpi suggests a regulatory mechanism that negatively regulates nodulation, whereas the reduced expression of *WRKY* and *C2H2* indicates a shift away from early-stage defense activation.

**Figure 6.**
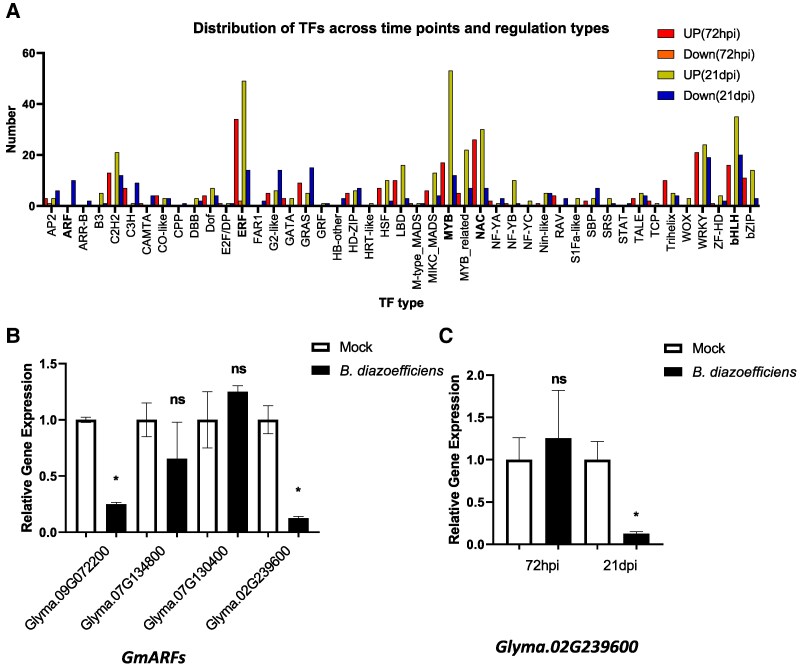
Transcriptional regulation of TFs during nodulation. **A)** Dynamic expression patterns of TFs at 72 hpi and 21 dpi, highlighting key TF families including *ARF*, *NAC*, *MYB*, *ERF*, and *bHLH*. **B)** RT-qPCR validation showing significant downregulation of *ARF* genes at 21 dpi. **C)** Time-course expression analysis of *Glyma.02G239600*, illustrating its stage-specific transcriptional regulation during nodulation. Statistical significance was evaluated by unpaired 2-tailed *t*-test; error bars indicate Se (*P* < 0.05 considered significant).

The coordinated regulation of these TFs ensures systemic signaling integration and optimized nodulation efficiency in the phloem. To comprehensively validate the stage-specific regulation of *ARF* genes, we conducted RT-qPCR analysis on 4 *ARF* genes at 21 dpi (Fig. 6B). 

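The auxin response factor gene Glyma.09G072200 had 48.2 ± 9.32 CPM in mock and 23.7 ± 0.782 CPM in inoculated roots at 21 dpi, a log2-fold change of -1.02 (SE 0.12, FDR 1.1e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was lower in 3 of 3 inoculated libraries than in any mock library. The change lies close to the threshold of 1, and it was -0.93 without mock replicate 1, -0.94 without mock replicate 3 and -0.99 without inoculated replicate 3. When each library was left out in turn, it ranged from -1.17 to -0.93. Glyma.02G239600 fell from 65.2 ± 6.24 to 31.4 ± 1.03 CPM, a log2-fold change of -1.05 (SE 0.07, FDR 1.4e-07). Glyma.07G134800 and Glyma.07G130400 fell by 1.04 and 1.11 on the log2 scale (FDR 1.1e-07 and 1.5e-06), and without mock replicate 3 the change of Glyma.07G134800 was -0.998. At 72 hpi, Glyma.09G072200 changed by 0.07 and Glyma.02G239600 by -0.15 on the log2 scale, under the threshold.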

The analysis revealed that *Glyma.09G072200* and *Glyma.02G239600* exhibited significant transcriptional repression in the 21 dpi TRAP-seq dataset, confirming their downregulation during late-stage nodulation. Furthermore, a time-course expression analysis of *Glyma.02G239600* (Fig. 6C) demonstrated a clear decline in expression, providing additional evidence of its temporal regulation. These findings suggest that ARF suppression in the phloem may be involved in regulating auxin signaling at 21 dpi, potentially contributing to nodulation.

### Identification of *GmbHLH121* as a key nodulation regulator

One of the bHLH TFs, encoded by *Glyma.03G105700*, a Myc-like *GmbHLH121*, was identified as a strong candidate for nodulation regulation. This identification was based on its enrichment in the phloem at 72 hpi and 21 dpi. 

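GmbHLH121 (Glyma.03G105700) had 1.91 ± 0.149 CPM in mock and 1.13 ± 0.0844 CPM in inoculated roots at 72 hpi, a log2-fold change of -0.69 (SE 0.16, FDR 3.6e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was lower in 3 of 3 inoculated libraries than in any mock library, and the change is under the threshold of 1. At 21 dpi, it rose from 6.87 ± 0.448 to 18.5 ± 1.54 CPM, a log2-fold change of 1.43 (SE 0.08, FDR 2.8e-08). The log2-fold change was 2.17 higher at 21 dpi than at 72 hpi (SE 0.16, FDR 6.9e-10, test of the interaction). The values compare inoculated with mock roots within TRAP-seq libraries. RNA of other tissues was not analysed here, so these values do not measure enrichment in phloem over other tissues. The related GmbHLH122 (Glyma.07G117600) and GmbHLH123 (Glyma.07G117500) rose at 21 dpi by 1.65 (FDR 0.00241) and 1.48 (FDR 6.9e-06) on the log2 scale. GmbHLH122 had 32 counts in the 3 mock libraries at 21 dpi, and without inoculated replicate 3 its change was 1.21 with an FDR of 0.0146. At 72 hpi, its change of -1.49 rested on 31 and 10 counts and had an FDR of 0.0187, which became 0.00541 without inoculated replicate 2.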

The high expression pattern observed in root hair-stripped samples following rhizobial inoculation further supports its role in nodulation (Supplementary Fig. S4). Promoter activity analysis using GUS reporter assays demonstrated phloem-specific induction of the *GmbHLH121* promoter in response to rhizobial infection (Fig. 7A). This finding was consistent with phloem-specific responses observed in TRAP-seq data. To functionally characterize *GmbHLH121*, hairy root transformation was performed to generate transgenic lines with either RNAi-mediated knockdown (RNAi) or overexpression (OX). Phenotypic analysis revealed that RNAi lines exhibited increased nodule numbers, while OX lines did not differ in nodulation, demonstrating the TF's critical role in phloem-specific nodule formation (Fig. 7B). Real-time PCR confirmed successful genetic modifications, with decreased *GmbHLH121* expression in RNAi lines and increased expression in OX lines (Fig. 7C).

**Figure 7.**
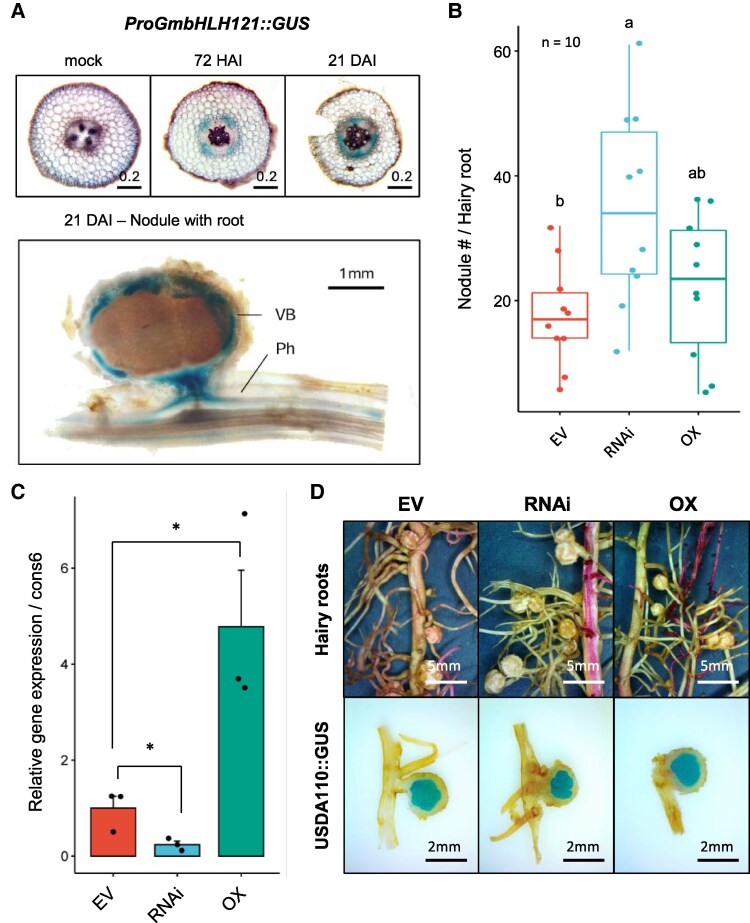
Expression and functional characterization of *GmbHLH121* in soybean nodulation. Histochemical, phenotypic, and molecular analyses of *GmbHLH121* expression in soybean roots and nodules. **A)** Cross-sections of root tissues displaying *GmbHLH121* promoter-driven GUS activity at different developmental stages, highlighting expression in vascular tissues and nodules. **B)** Nodule phenotypic analysis of *GmbHLH121* RNAi and overexpression (OX) lines, illustrating morphological differences in nodule development (*n* = 10). Boxplots show the median (center line), interquartile range (box), whiskers extending to 1.5× IQR, and outliers (points). **C)** Bar graph depicting relative *GmbHLH121* expression levels in RNAi and OX lines, quantified via RT-qPCR using *cons6* as the control. Statistical significance was evaluated by unpaired 2-tailed *t*-test; error bars indicate Se (*P* < 0.05 considered significant). **D)** Hairy root phenotypic analysis comparing EV, RNAi, and OX lines, accompanied by nodule structural assessment using *USDA110::GUS* staining to visualize bacteroid. Whole-mount images of nodulated roots and corresponding cross-sections confirm spatial expression patterns. Scale bars: 0.2 mm (A, top), 1 mm (A, bottom), 5 mm (D, top), and 2 mm (D, bottom).

To assess the specificity of the RNAi construct, we first performed phylogenetic analysis and sequence alignment of *GmbHLH121* and its closest homologs (Supplementary Fig. S5, A and B). These analyses revealed high sequence similarity in the targeted region, with *GmbHLH122* showing 95% identity and *GmbHLH123* showing 89% identity. RT-qPCR analysis (Supplementary Fig. S5C) further demonstrated that while *GmbHLH122* was co-silenced in RNAi lines—likely due to its high sequence similarity—*GmbHLH123* expression was not significantly affected (*P* = 0.936). These results support the conclusion that the RNAi construct specifically and effectively targets *GmbHLH121* and its closest homolog *GmbHLH122*, without inducing broader off-target effects.

Histological analysis indicated that nodule structures remained consistent across all transgenic lines, suggesting that *GmbHLH121* primarily regulates nodule number rather than morphology (Fig. 7D). Interestingly, the expression of early-stage nodulation markers, such as *ENOD40*, *NIN*, and *NSP*, did not differ among transgenic plants (Supplementary Fig. S5D). This suggests that the pathway controlling nodule numbers might operate independently of these genes or function downstream.

## Discussion

### Establishment and functional validation of a phloem-specific TRAP-seq system

The establishment of a phloem-specific TRAP-seq system represents a significant advancement in elucidating translational regulatory mechanisms in the phloem during nodulation. By utilizing the *Glyma.01G040700* promoter, we successfully targeted ribosome-associated mRNAs in phloem tissues. However, initial assessments revealed that the endogenous activity of this promoter alone was insufficient to achieve optimal ribosome-tagging efficiency for TRAP-seq. To address this limitation, we introduced the GAL4-UAS system, which significantly enhanced expression levels while maintaining phloem specificity.

The successful implementation of the GAL4-UAS amplification strategy underscores the necessity of optimizing promoter-driven expression in tissue-specific TRAP-seq applications. While our previous study effectively utilized endogenous promoters for TRAP-seq in cortex tissue (Song et al. 2022), our findings suggest that additional regulatory elements may be required for applications targeting the phloem in soybean. One of the key advantages of this optimized system is its ability to capture dynamic translational changes in the phloem during nodulation. Time-course TRAP-seq experiments provided high-resolution insights into phloem translatome reprogramming, facilitating the identification of TFs and signaling molecules crucial for phloem regulation. Furthermore, this system minimizes contamination from adjacent cell types, thereby increasing the reliability of detected gene expression changes and enhancing the accuracy of subsequent functional analyses. Despite these advances, several limitations must be considered. The translational changes observed in the phloem do not necessarily indicate phloem-specific regulation, as similar changes may occur in neighboring root tissues. A more comprehensive comparative approach incorporating TRAP-seq datasets from multiple root tissues is required to rigorously delineate phloem-specific translational regulation.

While our previous research included similar experiments in cortex tissues, data from additional root tissues remain insufficient. To improve the specificity of phloem regulation, integration with scRNA-seq analysis is essential. Although scRNA-seq data for nodules are available (Liu et al. 2023; Cervantes-Pérez et al. 2024), root-specific scRNA-seq data comparing pre- and post-rhizobial infection states are still lacking. This data gap constrains our ability to precisely map phloem-specific expression changes. Future studies should prioritize generating these datasets and developing computational strategies to enhance the resolution of tissue-specific gene expression analysis. Nonetheless, in the absence of such datasets, our TRAP-seq analysis provides a crucial framework for understanding the functional changes associated with nodulation specifically within the phloem. By offering insights into phloem-specific translational regulation, our study establishes a foundational platform that can be leveraged for future investigations into legume symbiosis and phloem-mediated regulatory networks.

### Phloem-driven immune regulation in legume-Rhizobium interactions

Rhizobium infection initiates in root hairs and spreads to the cortex, during which the *Nod factor* plays a crucial role in modulating innate immune signaling through interactions with the host's *pattern recognition receptor*s (*PRR*s) to facilitate symbiosis. Generally, *PRR*s recognize *microbial-associated molecular patterns* to activate defense responses, but the Nod factor secreted by Rhizobium partially suppresses *PRR* signaling, thereby modulating the host immune response and enabling discrimination between pathogenic and symbiotic microbes (Liang et al. 2013; Cao et al. 2017). Following initial infection in root hairs, as it progresses into the cortex, the immune response remains finely regulated to facilitate Rhizobium establishment, with genes such as *RIN4*, *WRKY22*, and *CDPK*s involved in sophisticated mechanisms that distinguish pathogens from Rhizobium (Yu et al. 2018; Feng et al. 2021; Wang et al. 2022a; Tóth et al. 2025). This regulatory mechanism is essential for maintaining the balance between symbiosis and immunity.

CSs generally function as selective barriers within endodermal cells, regulating water and nutrient uptake while restricting pathogen invasion (Robbins et al. 2014). While apoplastic pathway-based pathogen infection is effectively blocked by CSs, the potential for infection through the symplastic pathway remains primarily facilitated by PD. Our study provides strong evidence that a sustained increase in the expression of various cell wall-modifying enzymes in the phloem from early to late infection stages strongly correlates with PD regulation, suggesting that Rhizobium infection may induce structural modifications that enhance PD permeability, thereby facilitating increased molecular transport, particularly macromolecule movement, between the phloem and nodule. Previous studies reported increased macromolecule transport from the phloem to nodule primordia following Rhizobium infection (Complainville et al. 2003), further supporting the hypothesis that PD opening between the phloem and cortex is a key regulatory mechanism in both infection and symbiosis. Recent findings (Shen et al. 2025) further underscore the importance of apoplastic barriers such as CSs in nodulation, showing that MYB36-dependent CS formation is essential not only for maintaining symplastic connectivity but also for effective root-to-shoot signaling and nodule development in *L. japonicus*. This highlights a broader role for structural barriers in coordinating long-distance communication and local symbiotic responses.

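At 72 hpi, GmBAK1 (Glyma.05G119600) had 2.12 ± 0.511 CPM in mock and 4.36 ± 0.0947 CPM in inoculated roots, a log2-fold change of 1.08 (SE 0.12, FDR 1.4e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It fell under the threshold of 1 without mock replicate 1 (0.99) and without mock replicate 2 (0.98). GmWRKY22 (Glyma.16G031900) rose from 14.2 ± 1.16 to 34.2 ± 0.724 CPM (1.33 on the log2 scale, FDR 9.1e-20). Of the LRR genes, Glyma.09G210600 rose by 1.34, Glyma.01G010700 by 1.04, Glyma.08G128800 by 1.91 and Glyma.18G093900 by 3.22, with FDRs between 3.9e-21 and 1.4e-04. Glyma.08G128800 rested on 16 counts in mock and 57 in inoculated roots. The change of Glyma.01G010700 was 0.975 with library size in place of TMM normalization, 0.991 without mock replicate 3 and 0.999 without inoculated replicate 2. Of the CDPK genes, Glyma.02G192700 rose by 1.30 (FDR 4.9e-07), and Glyma.10G084000 had a log2-fold change of 0.998 (FDR 6.0e-07), just under the threshold. It passed with DESeq2's Wald test at 1.005 and without mock replicate 2 at 1.08.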

In our study, we confirmed a significant increase in the expression of *GmBAK1* (*Glyma.05G119600*), *GmWRKY22* (*Glyma.16G031900*), *GmLRRs* (*Glyma.09G210600*, *Glyma.01G010700*, *Glyma.08G128800*, *Glyma.18G093900*), and *GmCDPKs* (*Glyma.10G084000*, *Glyma.02G192700*) in the phloem at 72 hpi, supporting the hypothesis that the phloem serves as a key immune-regulatory hub to control infection spread. Although we did not conduct direct functional validation assays, this transcriptomic evidence suggests that the phloem transiently participates in immune signaling during the early phase of nodulation. 

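At 21 dpi, GmBAK1 (Glyma.05G119600) fell from 18.5 ± 2.19 CPM in mock to 6.06 ± 0.393 CPM in inoculated roots, a log2-fold change of -1.61 (SE 0.09, FDR 4.7e-08). Glyma.01G010700 fell by 1.15 on the log2 scale (FDR 3.1e-06). Under the threshold of 1 were the changes of Glyma.09G210600 at -0.45 (FDR 9.2e-05), GmWRKY22 (Glyma.16G031900) at 0.36 (FDR 0.00101), Glyma.08G128800 at 0.05 (FDR 0.915) and Glyma.18G093900 at 0.03 (FDR 0.931). The last 2 had 94 and 75 counts over the mock libraries, and their direction reversed with library size in place of TMM normalization and when single libraries were left out. The CDPK genes Glyma.10G084000 and Glyma.02G192700 rose by 1.08 (FDR 1.4e-05) and 1.00 (FDR 4.2e-04), and without inoculated replicate 1 the change of Glyma.02G192700 was 0.84. With library size in place of TMM normalization, both were under 1, at 0.98 and 0.90. By the test of the interaction, the log2-fold change was lower at 21 dpi than at 72 hpi by more than 1 in GmBAK1 (-2.64, FDR 1.2e-10), Glyma.01G010700 (-2.14), Glyma.09G210600 (-1.74) and Glyma.18G093900 (-3.14). In Glyma.08G128800, the difference was -1.82 (SE 0.58), with an FDR of 0.0107 that just missed the threshold of 0.01. The difference was not detectable in the CDPK genes Glyma.10G084000 (0.14, FDR 0.539) and Glyma.02G192700 (-0.25, FDR 0.435), and in GmWRKY22 it was -0.91 (FDR 9.4e-08), under 1 in size.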

By 21 dpi, the expression of most of these genes—excluding *GmCDPKs*—was either significantly downregulated or unchanged relative to mock controls, indicating that the phloem-associated immune response is largely transient and gene-specific. Unlike the fine-tuned immune gene regulation observed in the cortex and root hairs, the phloem displayed a more pronounced upregulation of multiple immune-related genes during early infection. This pattern suggests that beyond immune modulation, the phloem may play a proactive role in restricting pathogen spread. Furthermore, we propose that the accumulation of immune-regulatory proteins in the phloem may contribute not only to local pathogen resistance but also to symbiotic signaling, potentially coordinating immune cues from the phloem to the cortex.

Thus, our findings suggest that the phloem functions not only as a transport conduit but also as a key regulatory tissue that precisely modulates infection spread through immune responses and molecular exchange during Rhizobium infection. Further studies are necessary to explore the interplay between PD regulation and immune networks within the phloem at a more mechanistic level.

### Regulation of AAP2 and AAP8 expression and their role in nitrogen fixation in root nodules

In legume root nodules, bacteroids fix atmospheric nitrogen (N_2_), converting it into ammonia (NH_3_), which is then transported into host cells via the Nod26 channel and subsequently assimilated into glutamine and asparagine (Fortin et al. 1987). The transport of fixed nitrogen varies across species; temperate legumes (e.g. pea and alfalfa) primarily utilize amide forms, whereas tropical legumes transport nitrogen as ureides, such as allantoin and allantoic acid (Miao et al. 1991; Tajima et al. 2004). These organic nitrogen compounds are exported from nodules into the xylem and distributed throughout the plant via interactions with the phloem (Herridge et al. 1978).

The endodermis of root nodules restricts apoplastic nitrogen transport, necessitating symplastic movement. In legumes, UPS1 transporters, such as *PvUPS1* in French bean and *GmUPS1-1/1-2* in soybean, play crucial roles in transporting allantoin and allantoic acid (Pélissier et al. 2004; Collier and Tegeder 2012). Meanwhile, in Arabidopsis, AAP2 and AAP6 mediate amino acid exchange between the xylem and phloem, facilitating efficient nitrogen redistribution (Hunt et al. 2010; Zhang et al. 2010). AAP8 also functions as a key regulator of source-to-sink nitrogen partitioning, influencing phloem nitrogen transport and seed development (Santiago and Tegeder 2016). Additionally, in legumes, AAP and UPS1 transporters are localized to xylem parenchyma and transport phloem, suggesting their role in transient nitrogen storage and organic nitrogen transfer (Pélissier et al. 2004; Tegeder et al. 2007).

Our studies identified enrichment of the GO term “regulation of amino acid transport” at 72 hpi and 21 dpi (Fig. 3, A and C). 

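At 72 hpi, GmAAP2 Glyma.11G107000 had 0.0781 ± 0.0470 CPM in mock and 1.06 ± 0.117 CPM in inoculated roots, from 10 and 130 counts, a log2-fold change of 3.75 (SE 0.35, FDR 1.9e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Glyma.06G156700 rose from 15.2 ± 1.20 to 29.6 ± 1.24 CPM, a log2-fold change of 1.02 (SE 0.05, FDR 1.0e-16). Its change was 0.98 without mock replicate 3, 0.995 without mock replicate 1 and 0.994 without inoculated replicate 1, under the threshold of 1. Over all omissions of a single library, it ranged from 0.98 to 1.08. It was also under 1 with library size in place of TMM normalization, at 0.95, and in a single fit of all 12 libraries, at 0.96. Glyma.12G032000 changed by 0.96 on the log2 scale (FDR 1.9e-04), also under the threshold, and by 1.04 without mock replicate 2 and 1.01 without mock replicate 1. All 3 genes were higher in 3 of 3 inoculated libraries than in any mock library.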

A detailed examination of *AAP* gene expression in phloem revealed that *GmAAP2* (*Glyma.11G107000*, *Glyma.06G156700*) expression is significantly upregulated at 72 hpi in phloem. Given that AAP2 is a major transporter responsible for transferring amino acids from the xylem to the phloem, this may play a role in providing amino acids and energy sources required for cell proliferation and expansion during early nodule formation. However, by 21 dpi, *GmAAP2* (*Glyma.11G107000*, *Glyma.12G032000*) expression showed a declining trend, likely due to reduced dependency on external amino acid supply as nodules mature. This decrease may also be attributed to the ability of bacteroids to autonomously fix nitrogen, reducing the necessity for phloem-mediated nitrogen input. These findings suggest that *AAP2* plays a pivotal role in regulating early nitrogen supply, while its function gradually diminishes as nodules mature.

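At 21 dpi, Glyma.11G107000 fell from 3.13 ± 0.177 CPM in mock to 0.354 ± 0.0914 CPM in inoculated roots, a log2-fold change of -3.15 (SE 0.18, FDR 3.1e-08), and Glyma.12G032000 from 19.0 ± 0.187 to 2.80 ± 0.412 CPM, a log2-fold change of -2.75 (SE 0.09, FDR 4.3e-10). Glyma.06G156700 fell by 0.53 on the log2 scale (FDR 1.2e-04), under the threshold of 1. In mock roots, Glyma.11G107000 and Glyma.12G032000 were higher at 21 dpi than at 72 hpi, by 5.35 and 5.03 on the log2 scale (FDR 1.4e-08 and 3.2e-11), a comparison in which root age and library preparation cannot be separated.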

AAP8 is a major regulator of amino acid loading into the phloem, potentially facilitating the efficient distribution of nitrogen fixation products to the shoot and seeds in Arabidopsis. Our findings indicate that *GmAAP8* expression remained unchanged at 72 hpi but significantly increased at 21 dpi. This suggests that as nodules mature and nitrogen fixation becomes active, the demand for redistribution of glutamine, asparagine, and ureides (allantoin, allantoic acid) to sink tissues (e.g. seeds and emerging leaves) increases. Therefore, the elevated expression of *GmAAP8* in the phloem could potentially serve as a key regulatory mechanism for the efficient partitioning of fixed nitrogen.

Our study suggests that in soybean, *GmAAP2* is primarily responsible for early nitrogen supply, whereas *GmAAP8* may contribute to the later-stage distribution of nitrogen fixation products. *GmAAP2* may be involved in nitrogen acquisition and supports nodule growth during the early stages, whereas *GmAAP8* enhances nitrogen allocation to developing tissues at later stages, ultimately optimizing nitrogen use efficiency. Future research should focus on elucidating the regulatory networks governing their expression and integrating these insights into crop improvement strategies for enhanced nitrogen utilization efficiency.

### Regulation of phloem-associated *PME* and *PMEI* in nodulation: insights into cell wall modification and symplastic transport

Nodulation in legumes is a complex developmental process that appears to require intricate coordination of symbiotic signaling, cell wall remodeling, and PD regulation. In this study, our findings suggest that the majority of *PME* genes activated at 72 hpi and 21 dpi contain a *PMEI* domain. Previous research suggests that *PME* isoforms possessing an intrinsic *PMEI* domain may have a more refined and responsive regulatory mechanism compared to those lacking it (Bosch and Hepler 2005). This regulation appears to be influenced by pH, as interactions between PME and PMEI are pH-dependent, leading to dynamic shifts in enzymatic activity (Hocq et al. 2024). Additionally, PMEIs play a multifaceted role beyond direct inhibition, contributing to broader regulatory networks involved in cell wall remodeling and stress responses (Wormit and Usadel 2018). This inherent regulatory capacity could be particularly advantageous in highly dynamic processes such as rhizobial infection and nodulation, where timely modifications of the cell wall might be essential for both bacterial entry and nodule organogenesis.

Cell wall modifications mediated by *PME* and *PMEI* seem to play a role in the spatial and temporal regulation of nodulation. During rhizobial infection, localized cell wall acidification and reactive oxygen species (ROS) signaling in root hair tips were reported to contribute to symbiotic establishment (Ramu et al. 2002). The activation of ROS signaling during infection may lead to pH fluctuations that influence *PME* activity, potentially promoting rapid and dynamic modifications of the cell wall at the site of bacterial entry. Since *PMEI* binding affinity to *PME* is pH-dependent, transient acidification of the infection site could weaken *PMEI* inhibition, allowing for localized *PME* activation and subsequent remodeling of the cell wall. This mechanism may facilitate the controlled relaxation of cell wall structures necessary for bacterial invasion, infection thread formation, and the early stages of nodule development.

In addition to their potential role in early infection, *PME* and *PMEI* gene regulation may contribute to the long-distance coordination of nodulation. Our TRAP-seq analysis revealed elevated expression of several *PME–PMEI* genes in phloem-associated tissues, suggesting their involvement in modulating PD permeability. Such modulation could influence the systemic movement of signaling molecules critical for nodule development. Supporting this idea, studies in *M. truncatula* demonstrated that callose degradation enhances PD conductivity, thereby promoting rhizobial infection and increasing nodulation efficiency (Gaudioso-Pedraza et al. 2018). Given these functional parallels in PD regulation, it is plausible that *PME–PMEI* activity in the phloem fine-tunes symplastic connectivity, facilitating long-distance signaling and resource allocation necessary for efficient nodulation.

To functionally validate this hypothesis, we examined the role of *GmPME25*, a phloem-expressed *PME* gene identified in our dataset. A *GmPME25p:DsRED* reporter confirmed promoter activation in the root phloem at 72 hpi, indicating involvement during early infection stages (Fig. 4F). Phloem-specific overexpression of the *PME* domain significantly increased nodule number and reduced callose deposition, whereas overexpression of the *PMEI* domain resulted in enhanced callose accumulation and a concomitant decrease in nodule formation (Fig. 5, B and D). These opposing phenotypes support the idea that *PME25*-mediated modulation of PD permeability influences nodulation efficiency by regulating symplastic signaling. In contrast, RNAi-mediated suppression of *PME25* did not significantly alter either trait, likely due to genetic redundancy among the *PME* family members.

Further regulatory complexity arises from environmental and hormonal signals that influence *PME* and *PMEI* expression. *Cis*-element analysis of their promoter regions identified motifs responsive to jasmonic acid (MeJA), abscisic acid (ABA), and hypoxia-inducible elements. These findings suggest that *PME* and *PMEI* genes are tightly regulated by dynamic cues encountered during nodulation. Given the roles of MeJA and ABA in defense and abiotic stress responses, their regulation of *PME–PMEI* activity may help balance symbiotic signaling with overall plant fitness. However, the downstream mechanisms linking these hormonal and environmental signals to specific cell wall remodeling events remain to be elucidated.

Taken together, these findings suggest that PME and PMEI function as multifaceted regulators in soybean nodulation. Beyond their canonical role in cell wall remodeling, these enzymes contribute to infection site plasticity, long-distance symbiotic signaling, and environmental adaptation during nodule development. Nonetheless, further research is required to clarify the precise molecular mechanisms by which PME and PMEI coordinate these processes, particularly in relation to hormonal crosstalk and systemic signaling.

### The phloem as a site of transcriptional control in nodulation

The regulatory dynamics of TFs within the phloem play a central role in the legume-rhizobium symbiotic interaction. This study refines previous transcriptional models by providing high-resolution insights into phloem-specific regulatory mechanisms, reinforcing its function as an active signaling hub rather than a passive transport conduit. Prior research established that *MYB* governs flavonoid biosynthesis to enhance rhizobial infection (Liu et al. 2013), *bHLH* modulates nodule vascular patterning and development in *M. truncatula* (Godiard et al. 2011), *C2H2* and *NAC* mediate symbiotic signaling and defense responses (De Zélicourt et al. 2012; Liu et al. 2022), and *WRKY* regulates pathogen defense and metabolic activation (Yang et al. 2025). Our findings confirm that these TFs undergo significant expression shifts within the phloem, underscoring their role as a regulatory nexus in nodulation. Our TRAP-seq data support this possibility, revealing distinct expression dynamics of key TFs within the phloem during early nodulation. In the early phase, *ERF* plays a central role in ethylene signaling, while *C2H2* and *NAC* contribute to early stress response and nodule development. *MYB* supports root hair infection and flavonoid biosynthesis, *WRKY* is involved in metabolic defense regulation, and *bHLH* influences root architecture and rhizobial attachment. Notably, we highlight the dynamic expression of *ERF* and *ARF* as key mediators of phloem-driven long-distance signaling during nodulation.

*ERF* exhibited the highest upregulation during the early nodulation stage (72 hpi), suggesting that ethylene signaling through the phloem is integral to nodulation initiation. Previous studies established that *ERF* facilitates infection thread formation and orchestrates nodulation onset within the root (Kawaharada et al. 2017), our phloem-targeted TRAP-seq data revealed significant enrichment of *ERF* transcripts in phloem tissues during early rhizobial infection. However, we did not detect phloem-specific upregulation of ethylene biosynthesis genes (e.g. 1-aminocyclopropane-1-carboxylic acid synthase, 1-aminocyclopropane-1-carboxylic acid oxidase) or core signaling components, and since ethylene is a gaseous hormone that diffuses passively across membranes, its direct systemic transport through the phloem is unlikely. 

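Table S3 lists 3 genes of the ethylene biosynthetic process as falling at 72 hpi, the ethylene-forming enzyme (1-aminocyclopropane-1-carboxylic acid oxidase) genes Glyma.15G112700, Glyma.09G008400 and Glyma.08G050400. These 3 genes, named after their values were seen, fell by 1.97, 1.36 and 2.68 on the log2 scale in all 3 inoculated libraries, with FDRs of 5.5e-29, 9.2e-28 and 3.5e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For 21 dpi, the table lists 11 genes of the same process as rising, and all 11 rose here, with a median log2-fold change of 1.32. Among the 11, the 1-aminocyclopropane-1-carboxylic acid synthase gene Glyma.01G196100, also named after its values were seen, had 2 counts in mock and 52 in inoculated roots at 21 dpi, a ratio of 39.2 with a 95% counting interval from 10.3 to 332 (FDR 1.2e-05). Glyma.08G050400 also rose at 21 dpi, by 1.18 (FDR 7.9e-06). Without inoculated replicate 1, the rise of Glyma.01G003900, another of the 11 genes, was 0.83 with an FDR of 0.0341.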

Notably, although the precursor ACC (1-aminocyclopropane-1-carboxylic acid) can be transported through vascular tissues and converted to ethylene in target organs, our dataset did not show strong evidence for ACC biosynthetic gene enrichment in phloem. Thus, our findings do not support the hypothesis of shoot-derived ethylene acting via phloem transport. Instead, phloem-localized *ERF* activity may reflect localized or alternative signaling cues, possibly involving other stress- or hormone-related pathways. Furthermore, since *ERF* genes are also known to be induced by a wide range of abiotic and biotic stresses, including UV-B (Wang et al. 2022c), cold (Stockinger et al. 1997), and pathogen stimuli (Oñate-Sánchez and Singh 2002), the observed *ERF* expression may be governed by complex regulatory networks beyond ethylene signaling alone.

Conversely, *ARF* was markedly downregulated during the late nodulation stage (21 dpi), suggesting that auxin signaling suppression through the phloem plays a crucial role in refining nodulation dynamics. Prior research has demonstrated that *miR167c*, expressed within vascular tissue, targets *GmARF6* and *GmARF8* to regulate nodule formation within the root (Yan et al. 2015; Zhang et al. 2021). In alignment with these findings, our data reveal a pronounced reduction in *ARF* expression, particularly *GmARF8* (*Glyma.02G239600*, *Glyma.11G204200*), within the phloem at 21 dpi. This suggests that *miR167c*-mediated suppression of *ARFs* may extend beyond local root regulation, instead constituting a shoot-to-root long-distance signaling mechanism via the phloem. 

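GmARF8 Glyma.11G204200 had 33.8 ± 3.91 CPM in mock and 6.85 ± 0.829 CPM in inoculated roots at 21 dpi, a log2-fold change of -2.30 (SE 0.10, FDR 4.8e-09) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with every inoculated library below every mock library. Its log2-fold change at 21 dpi was -1.94 relative to that at 72 hpi (FDR 1.9e-11, test of the interaction), and that of Glyma.02G239600 -0.85 (FDR 2.2e-08).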

The downregulation of auxin signaling at this stage likely promotes nodule maturation while preventing excessive nodule formation, optimizing symbiotic efficiency.

Taking together, this study presents a refined model of nodulation regulation by emphasizing the role of phloem-specific transcriptional changes. The early upregulation of *ERF* genes in the phloem may reflect stress- or hormone-responsive signaling during nodulation initiation. In contrast, the late downregulation of *ARF* genes suggests that auxin signaling is modulated in the phloem to support nodule maturation and restrict excessive formation. By integrating high-resolution transcriptional profiling, we provide a deeper understanding of the spatial and temporal dynamics of nodulation control and highlight the phloem's role in coordinating regulatory signals during the legume-rhizobium symbiosis.

### Phloem-localized *GmbHLH121* and its role in nodule development

*GmbHLH121*, one of the 355 homologous bHLH TFs identified in *G. max*, is classified within subclade IVa, the most expansive among the 25 established bHLH subclades. Notably, legume species exhibit a greater diversification within this subclade than other plant families, suggesting a lineage-specific expansion and functional divergence (Brown and Hudson 2015; Suzuki et al. 2021). Within subclade IVa, *GmbHLH121* is assigned to Subgroup 1, which is characterized by a broader range of expression profiles, in contrast to Subgroups 2 and 3 that predominantly exhibit nodule- and root-specific expression patterns.

Recent findings established *GmbHLH300* as a negative regulator of nodulation and nitrogen fixation, particularly under iron-deficient and iron-excess conditions, thereby playing a pivotal role in iron homeostasis within nodules (Wu et al. 2023). Mechanistically, *GmbHLH300* directly associates with the promoter regions of *ENOD93*, a positive regulator of nodulation, and *GmLba*, a gene encoding a key enzyme for leghemoglobin biosynthesis, thereby modulating their transcriptional activity.

In our investigation, *GmbHLH121* emerged as a previously uncharacterized regulatory factor in nodulation, exhibiting a significant role in the response to rhizobial inoculation and modulating nodule numbers. However, differential gene expression analyses revealed that key early nodulation marker genes exhibited no substantial variation in expression levels across EV, overexpression, and knockdown lines. This observation suggests that *GmbHLH121* does not act as a direct transcriptional regulator of these early nodulation-associated genes, indicating a more intricate regulatory mechanism that warrants further in-depth functional characterization.

## Materials and methods

### Plant materials, growth conditions, and bacterial strains

Soybean (*G. max*) cultivar Williams 82 was used for all experiments. Seeds were surface sterilized and germinated on sterilized germination paper or in a 3:1 mixture of vermiculite and perlite under controlled conditions (16 h light/8 h dark, 26 °C/23 °C light/dark, 80% relative humidity). Seedlings were inoculated with *Bradyrhizobium diazoefficiens* strain USDA110(WT) or USDA110(GUS), grown at 30 °C in HM medium (Cole and Elkan 1973) supplemented with appropriate antibiotics for 3 d. After incubation, bacterial cultures were centrifuged at 5,000 × *g* for 10 min, washed twice with sterile DI water, and resuspended to an OD_600_ of 0.1 in sterile DI water for inoculation. Plants were grown in nitrogen-free B&D medium (Broughton and Dilworth 1971) or supplemented with 0.5 mm NH_4_NO_3_ for noninfected controls. Root samples were harvested at designated time points in a sequential manner, ensuring that nodules were carefully removed prior to collection. The harvested roots were immediately frozen in liquid nitrogen and stored at −80 °C for further analysis. All experiments included 3 biological replicates.

### Cloning and plasmid construction

Promoter sequences of *Glyma.01G040700* and target genes were amplified from Williams 82 genomic DNA. The promoter, *GAL4-VP16*, *nos* terminator, and *5xUAS* were cloned into *pSoyGUS* (Hossain et al. 2020) (KpnI, PstI digested) using Gibson assembly. Likewise, the promoter fragment, *GAL4-VP16*, *nos* terminator, *5×UAS*, and HF (His-Flag)-GmRPL18 were assembled into the pCAMGFP–CvMV–GWi binary vector (Graham et al. 2007) (KpnI, PstI digested) using Gibson assembly. The *GAL4-VP16* and *5×UAS* sequences were PCR-amplified from the “Haseloff” lines (Haseloff 1998). All primers used for cloning are listed in Supplementary Table S8.

For Ox constructs, *pCAM-Ruby-Ox* plasmid was generated by linearizing *pSoyGUS* with PstI and SacII, followed by Gibson Assembly with PCR-amplified fragments of the Ruby gene from the *35S:RUBY* plasmid (He et al. 2020), and the *Ox* promoter from a corresponding template. The coding sequence of *GmbHLH121* (*Glyma.03G105700*) was amplified from cDNA templates and cloned into PstI site by Gibson assembly.

For RNAi constructs, *pCAMRUBY-CvMV-GWi* binary vector was established by cloning the gateway RNA interference (GWi) sequences into PstI site of *pCAM-Ruby-Ox* vector. Approximately 160 bp gene-specific fragment of *GmbHLH121* was amplified using cDNA and cloned into *pDONR/Zeo*, followed by recombination into the *pCAMRUBY-CvMV-GWi* binary vector. For the Promoter::GUS construct, ∼2.0 kb sequences of *GmbHLH121* promotor were amplified from soybean gDNA and cloned by Gibson assembly into the *pSoyGUS* vector (KpnI, PacI digested).

To functionally dissect PME25 domains, 2 truncated versions were generated under the control of the phloem-specific promoter (*Glyma.01G040700*). The *pCAMGFP_ProPH_PME25_truncated(SP-TM-PME)* construct was assembled using a 2.6 kb phloem promoter fragment amplified from genomic DNA, a 75 bp signal peptide and transmembrane domain (SP-TM) region, and a 930 bp PME or a 444 bp PMEI domain amplified from cDNA. All fragments were assembled into the KpnI/PstI-digested pCAMGFP/CvMV-GWi binary vector via Gibson assembly.

For gene silencing of *GmPME25*, an RNAi construct (*RNAi-GmPME25*) was generated using the Gateway-compatible pCAMGFP-gw-RNAi binary vector. A gene-specific fragment was first cloned into *pDONR/Zeo* and then recombined into the binary RNAi vector via LR recombination.

### Soybean hairy root transformation and microscopy

*Agrobacterium rhizogenes* strain K599 carrying target constructs was used for hairy root transformation as described previously (Song et al. 2021). Transgenic roots were selected based on GFP fluorescence using a dissecting fluorescence microscope or Ruby color by visual inspection before and after inoculation with *B. diazoefficiens*. Nodule numbers were recorded 4 weeks postinoculation. Harvested roots were flash-frozen in liquid nitrogen for molecular analysis. For histological studies, nodules were hand-sectioned and subjected to GUS staining before visualization. Stained sections were examined using bright-field microscopy (Leica DM5500B). Statistical analysis included at least 10 plants per replicate, and Student's *t*-test or ANOVA followed by Tukey's HSD test were used for significance testing.

### TRAP and RNA sequencing (TRAP-seq)

TRAP was performed using His-FLAG-tagged GmRPL18 as described by Zanetti et al. (2005) with modifications (Song et al. 2022). Phloem-enriched hairy root tissues expressing HF-GmRPL18 were harvested at 72 hpi and 21 dpi. Approximately 10 g of root material per sample was used for immunoprecipitation, yielding at least 400 ng of mRNA for library construction. Three biological replicates were analyzed per time point.

### RNA-seq library preparation and sequencing

Total RNA extracted from TRAP samples was shipped on dry ice to the University of Missouri Genomics Technology Core. Libraries were prepared using the TruSeq Stranded mRNA Kit (Illumina) and sequenced (75 bp paired-end) on an Illumina NextSeq 500 platform.

### Bioinformatics analysis of TRAP-seq data

FASTQ files were quality-checked using MultiQC (version 1.9) (Ewels et al. 2016), and low-quality reads were filtered. High-quality reads were mapped to the *G. max Wm82.a4.v1* genome using STAR (version 2.7.4a) (Dobin et al. 2013), and a raw expression matrix was generated using HTSeq (version 0.14) (Anders et al. 2015). Differential expression analysis was performed with edgeR (version 3.32.1) (Robinson et al. 2010). Heatmaps were generated using log_2_–fold change values for significant genes. The identified DEGs were analyzed and annotated using PlantTFDB v5.0 (Tian et al. 2019) to identify TFs within the DEGs. RNA-seq data were deposited into the NCBI GEO database (GSE292049).

### Functional and pathway enrichment analysis

GO enrichment analysis was performed using the tool described by Morales et al. (2013) and results were further summarized using REVIGO (Supek et al. 2011) to remove redundant GO terms. KEGG pathway analysis was conducted using g:Profiler (Raudvere et al. 2019). All analyses were conducted using default parameters unless otherwise specified.

### *Cis*-regulatory element analysis

*Cis*-element analysis was conducted on 2 kb promoter sequences using PlantCARE (Lescot 2002). Promoter sequences were submitted to the PlantCARE database to identify regulatory motifs. The analysis included scanning for hormone-responsive elements, stress-related regulatory sites, and TF binding motifs. All parameters were set to default unless otherwise specified.

### Histochemical GUS staining

GUS staining was conducted following Jefferson et al. (1987). Transgenic roots were incubated overnight at 37 °C in GUS staining solution (1 mg/mL X-Gluc, 100 mm sodium phosphate buffer, pH 7.0, 1 mm EDTA, 0.05% Triton X-100, 5 mm potassium ferrocyanide, 5 mm potassium ferricyanide). Stained roots were imaged using a Leica DM5500B microscope.

### Callose staining of soybean roots

Callose deposition was visualized in hand-sectioned soybean roots using an optimized aniline blue staining protocol. Root segments were fixed in Navashin's fixative (70% ethanol, 20% formaldehyde, 10% glacial acetic acid) for 2 h at room temperature and rinsed 3 times in distilled water. Fixed samples were sectioned (50–100 *μ*m) using a razor blade and stained in 0.1% (w/v) aniline blue prepared in 0.5 m potassium phosphate buffer (pH 8.0) for 10 min at room temperature. Sections were briefly rinsed with same buffer and imaged immediately under a fluorescence microscope (Zeiss Axiovert 200M and Nikon Eclipse) equipped with UV filter sets.

### Real-time-qPCR

Total RNA was extracted from transgenic roots and treated with DNase I. cDNA was synthesized from 2 *μ*g of total RNA using M-MLV Reverse Transcriptase (Promega). RT-qPCR was performed using SYBR Green PCR mix (ABI) on a Bio-Rad CFX96 system. Relative transcript levels were normalized against the Cons6 reference gene (Libault et al. 2008). Primer sequences are listed in Supplementary Table S8.

### Immunoprecipitation and western blot analysis

Total proteins were extracted from ∼200 mg of transgenic root tissues. For immunoprecipitation, 1 mg of protein extract was incubated with anti-FLAG M2 Affinity Gel (Sigma) following the manufacturer's protocol. Western blotting was performed using monoclonal anti-FLAG-HRP antibody (1:3,000, Sigma). Detection was carried out using enhanced chemiluminescence.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism (version 8). For all quantitative experiments, the number of biological and technical replicates is indicated in the corresponding figure legends. RT-qPCR data were analyzed using the 2^−ΔΔCt^ method. Statistical significance was assessed using 2-tailed Student's *t*-test for comparisons between 2 groups, and 1-way ANOVA followed by Tukey's HSD post hoc test for multiple group comparisons. A *P*-value < 0.05 was considered statistically significant unless otherwise noted. Error bars in all graphs represent the standard error of the mean.

### Accession numbers

Sequence data from this article can be found in the GenBank/EMBL data libraries under accession numbers _.Ph (*Glyma.01G040700*), *GmPME25* (*Glyma.03G029100*), *GmARFs* (*Glyma.09G072200*, *Glyma.07G134800*, *Glyma.07G130400*, *Glyma.02G239600*, *Glyma.11G204200*), *GmbHLH121* (*Glyma.03G105700*), *GmbHLH122* (*Glyma.07G117600*), *GmBAK1* (*Glyma.05G119600*), *GmWRKY22* (*Glyma.16G031900*), *GmLRRs* (*Glyma.09G210600*, *Glyma.01G010700*, *Glyma.08G128800*, *Glyma.18G093900*), *GmCDPKs* (*Glyma.10G084000*, *Glyma.02G192700*), and *GmAAP2* (*Glyma.11G107000*, *Glyma.06G156700*, *Glyma.12G032000*).

## Supplementary Material

kiaf570_Supplementary_Data

## Data Availability

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO), accession number GSE292049, and are publicly available.

# Supplementary material for: Phloem-specific translational regulation of soybean nodulation: Insights from a phloem-targeted TRAP-seq approach
**Source:** Plant Physiol. 2025 Nov 15;199(3):kiaf570. doi: 10.1093/plphys/kiaf570
**Supplement:** kiaf570_Supplementary_Data

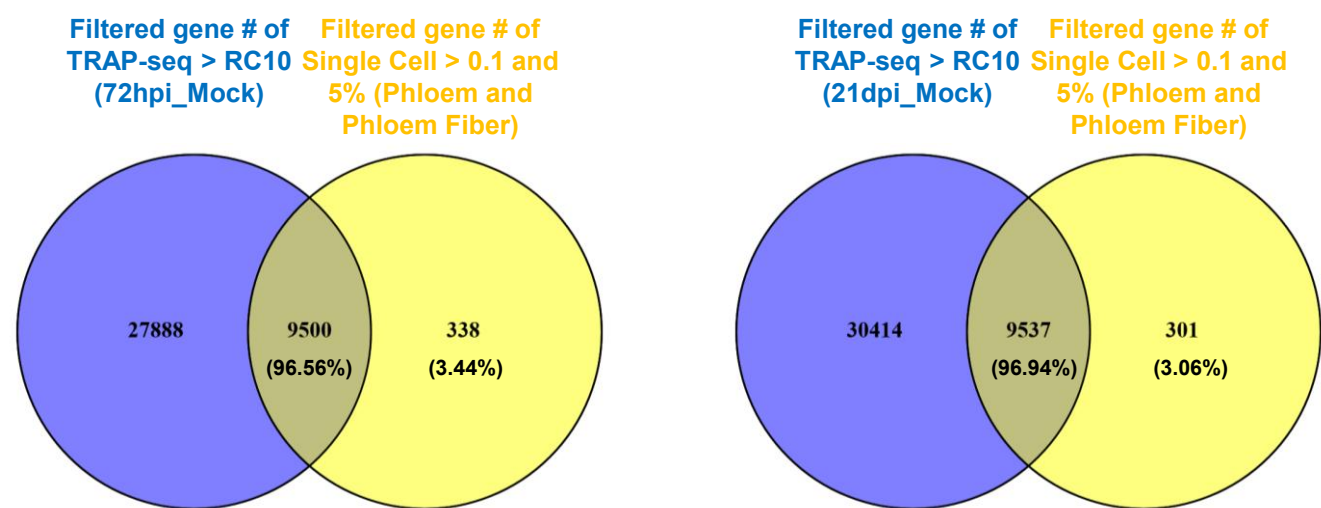

**Supplementary Figure S1. Comparison of phloem-enriched gene sets identified by TRAP-seq and single-cell RNA-seq analyses at early and late stages of nodulation.**

Venn diagrams illustrate the overlap between genes filtered from phloem TRAP-seq (RC10 > threshold) and those identified in single-cell RNA-seq data (expression > 0.1 and  $\geq 5\%$  of cells in phloem or phloem fiber clusters).

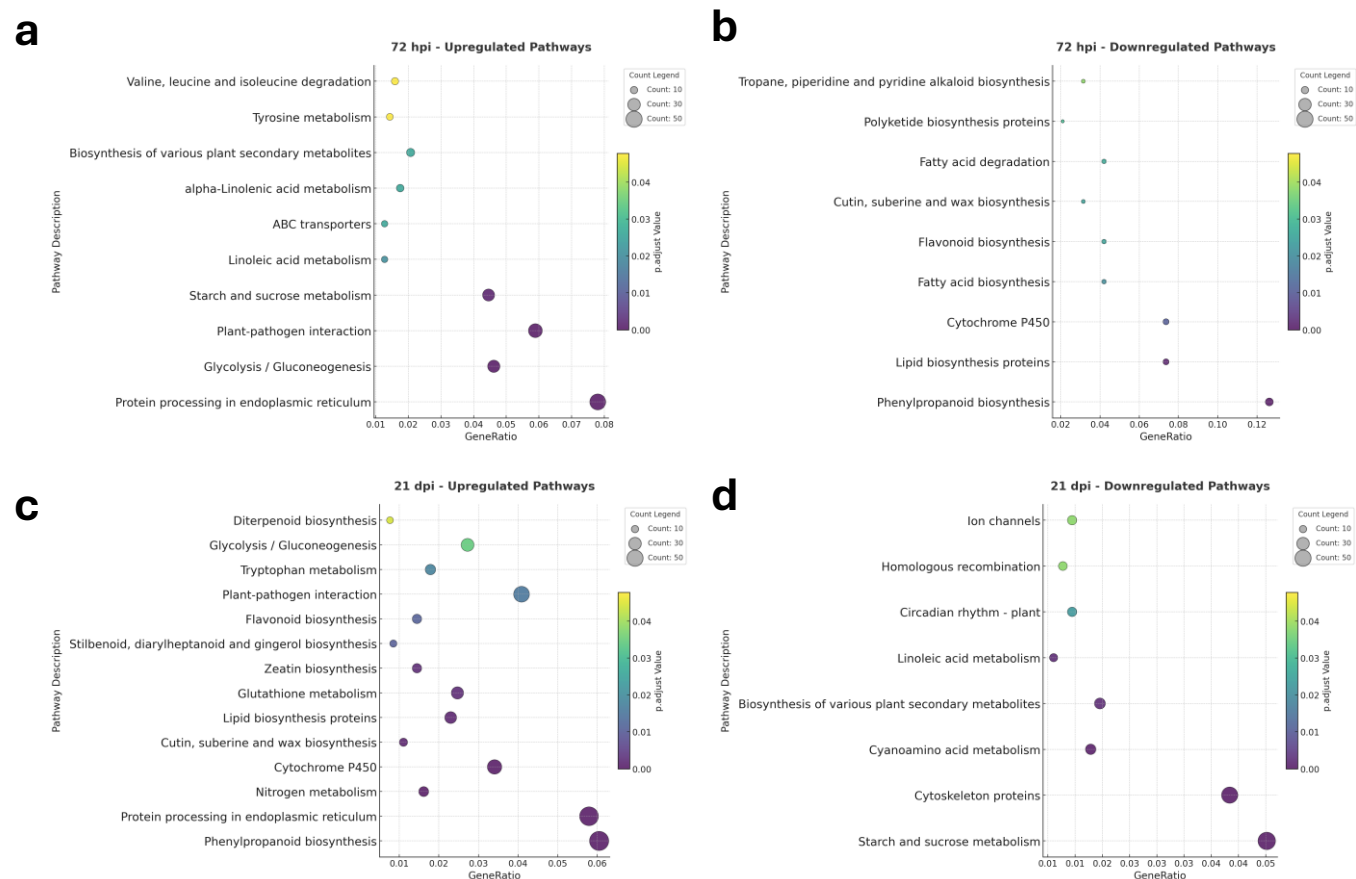

## Supplementary Figure S2. KEGG Pathway Enrichment Analysis of Differentially Expressed Genes in Soybean Root Phloem.

KEGG pathway enrichment analysis of differentially expressed genes (DEGs) in soybean root phloem at 72 hpi and 21 dpi. Each bubble represents an enriched KEGG pathway, with bubble size corresponding to the number of DEGs mapped to the respective pathway and color intensity denoting statistical significance ( $-\log_{10}(\text{P-value})$ ). The x-axis represents the GeneRatio, defined as the proportion of DEGs associated with a given pathway relative to the total DEGs analyzed. Pathways are categorized based on expression patterns: (a) upregulated pathways at 72 hpi, (b) downregulated pathways at 72 hpi, (c) upregulated pathways at 21 dpi, and (d) downregulated pathways at 21 dpi. This analysis provides insights into dynamic transcriptional reprogramming within the root phloem in response to rhizobacterial symbiosis.

**a**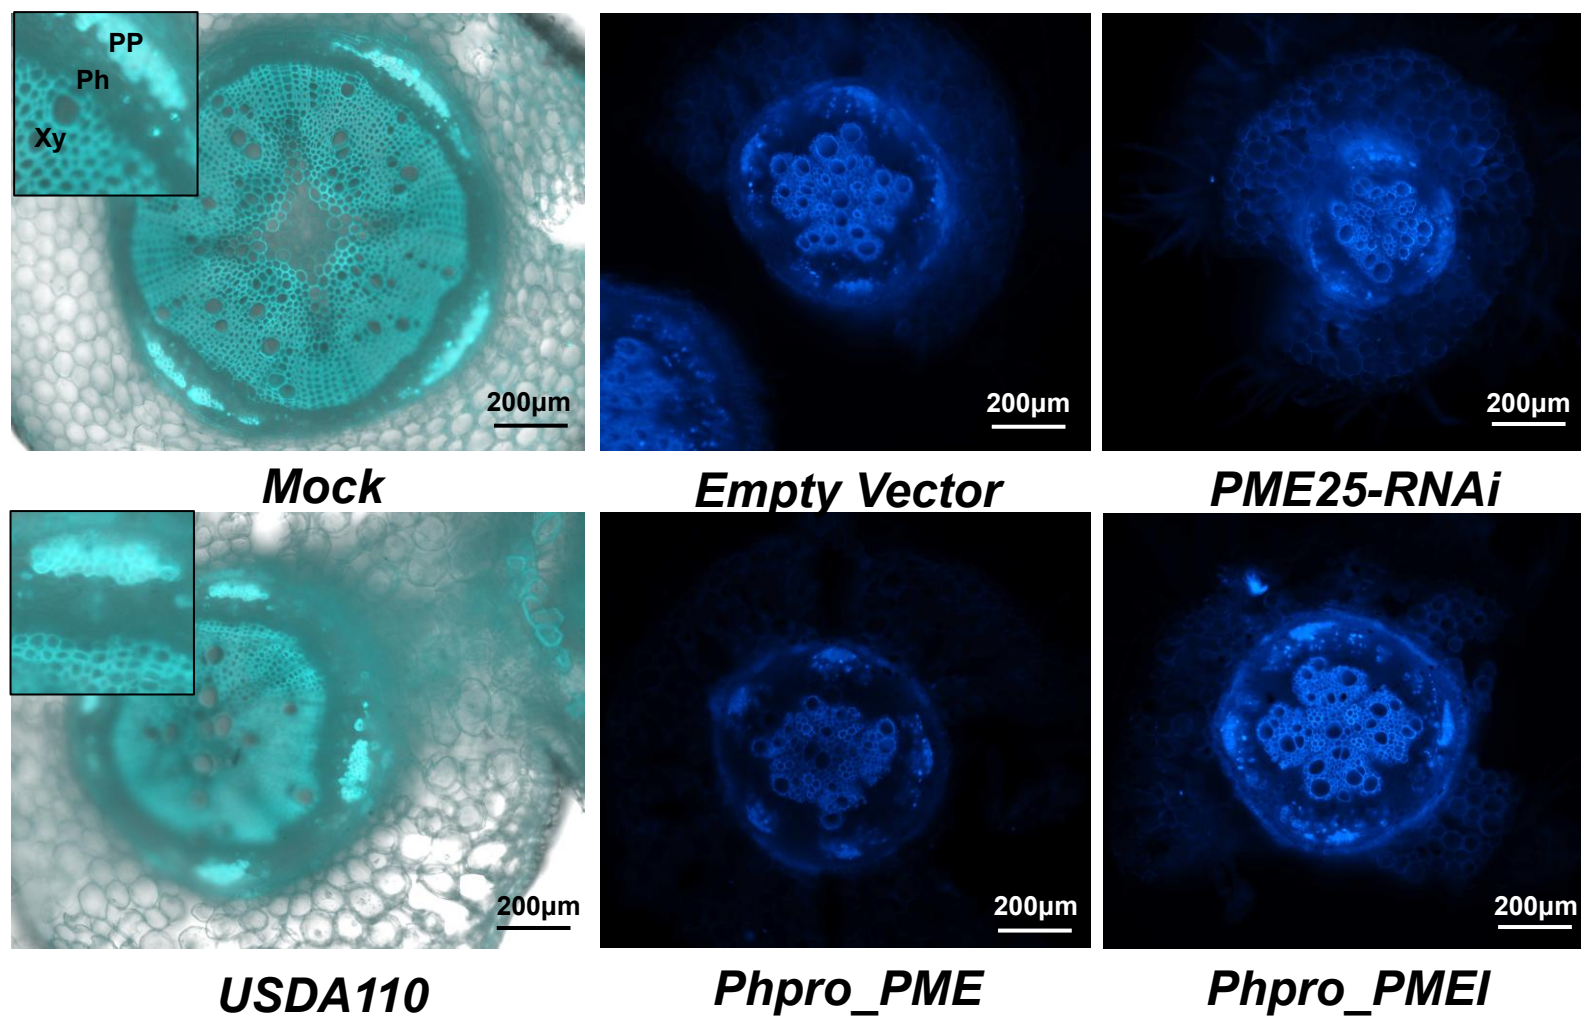**b**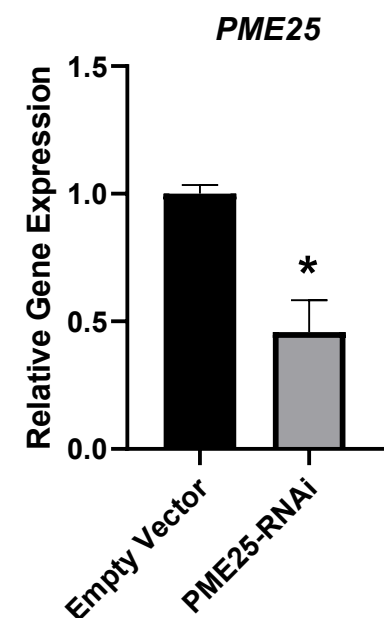

**Supplementary Figure S3. Callose deposition and *PME25* expression in soybean root.**

(a) Representative transverse sections of soybean roots stained with aniline blue to visualize callose accumulation (blue fluorescence). Brightfield images (left panels) are overlaid with fluorescence signals to show spatial distribution of callose. Insets highlight the phloem region (PP: protophloem; Ph: metaphloem; Xy: xylem).

Middle and right panels show corresponding fluorescence microscopy images acquired under UV illumination. Sections represent root samples from wild-type (Mock, USDA110) and transgenic lines (*PME25-RNAi*, *Phpro\_PMEI*, *Phpro\_PME*). Scale bars = 200  $\mu$ m. (b) RT-qPCR analysis of *PME25* transcript levels in roots of transgenic *PME25-RNAi* lines compared to empty vector (EV) control. Expression of *Cons6* was used as an internal control. Statistical significance was evaluated by unpaired two-tailed t-test; error bars indicate SE ( $p < 0.05$  considered significant,  $n=3$ ).

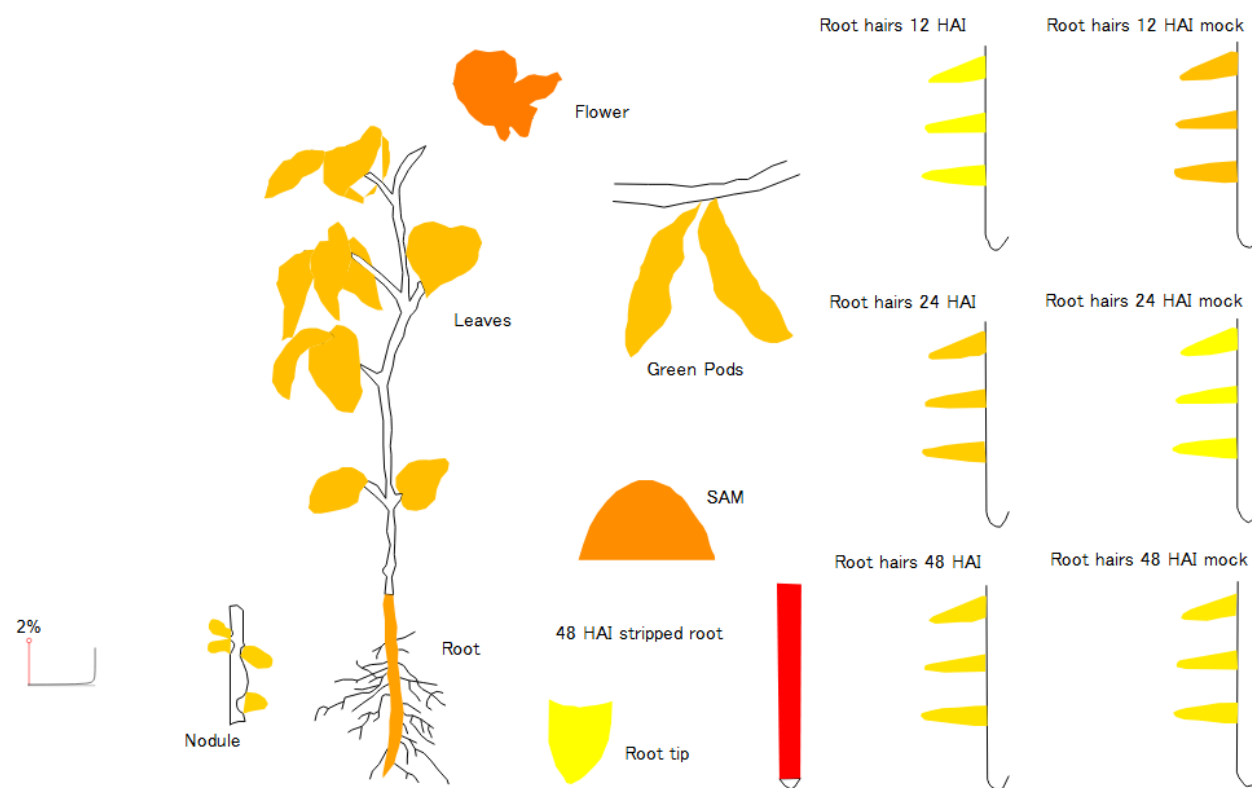

This image was generated with the Plant eFP at [bar.utoronto.ca/eplant](http://bar.utoronto.ca/eplant) by Waese et al. 2017

### Supplementary Figure S4. Spatial Expression Profile of *Glyma.03G132700* in Soybean Root Phloem and Other Tissues.

Expression distribution of *Glyma.03G132700* across various soybean tissues and developmental stages, visualized using the Plant eFP Browser. Gene expression levels are represented by a color gradient from yellow (low expression) to red (high expression), with grayscale indicating masked data ( $\geq 100\%$  RSE, relative standard error).

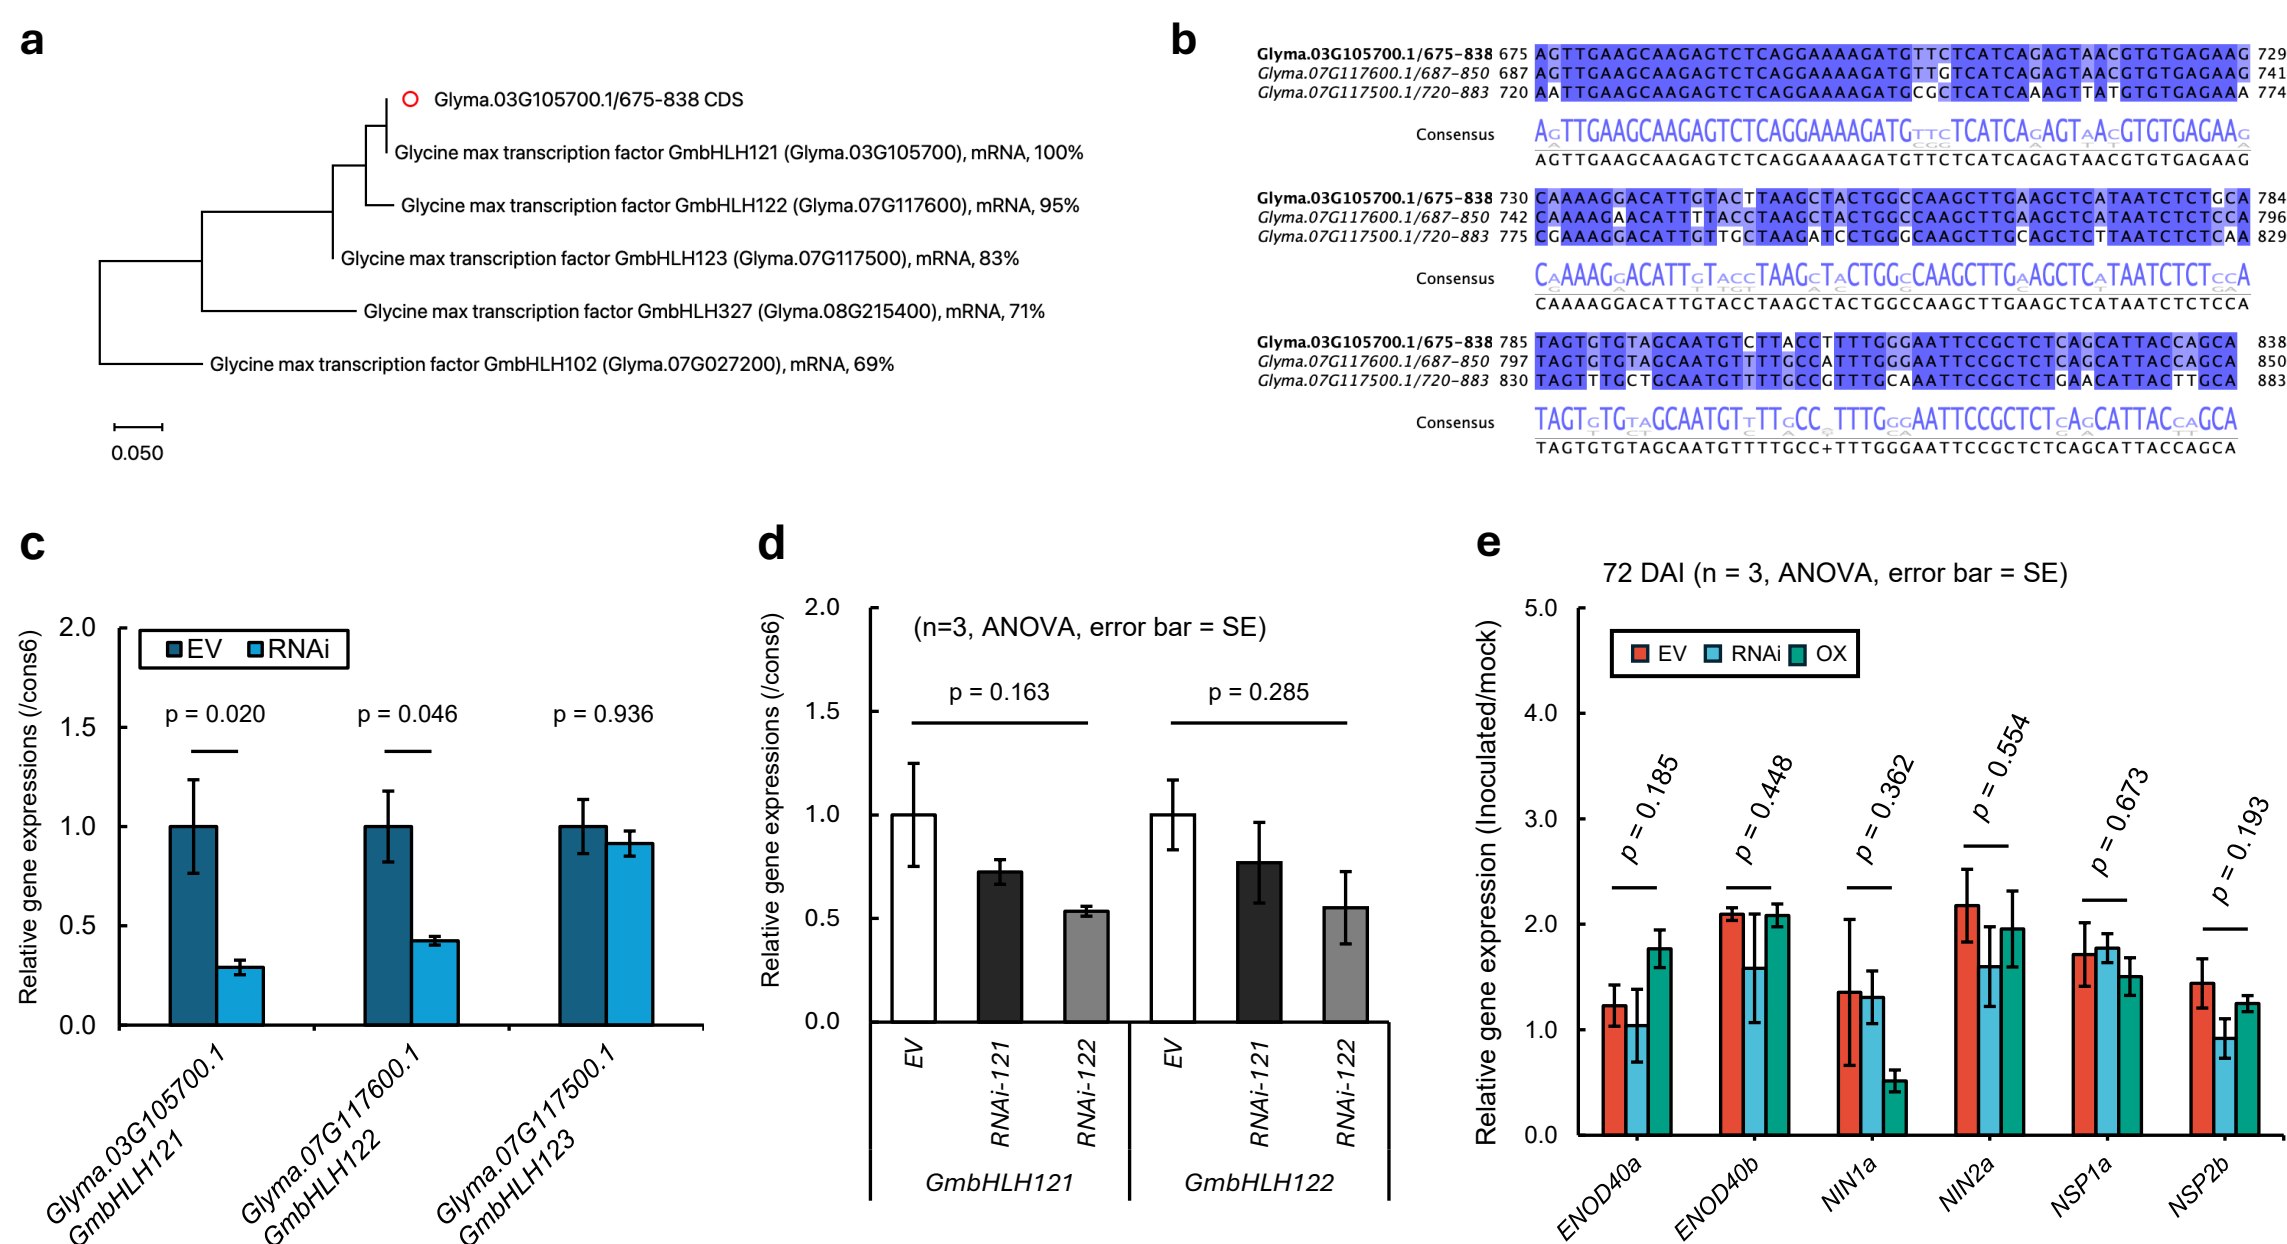

**Figure S5. Homologous genes involved in RNA silencing.**

(a) Phylogenetic tree generated by Neighbor Joining method using discontinuous MegaBLAST based on 164 bp RNAi fragment sequences. The scale bar represents the number of nucleotide substitutions per site, as calculated from BLAST pairwise distances. (b) Sequence alignment of the 164 bp RNAi target region among three soybean *GmbHLH* transcription factors. The entire sequence of *GmbHLH121* shares 95.1% identity with *GmbHLH122* and 83.5% identity with *GmbHLH123*. (c) RT-qPCR expression analysis of the three *GmbHLH* TFs. Error bars represent the standard error of the mean (n = 3). Statistical significance was determined using a Student's t-test. (d) RT-qPCR expression analysis of the duplicated *GmbHLH* TFs in each hairy root small RNAi transformation line. Error bars represent the standard error of the mean (n = 3). (e) RT-qPCR expression analysis of early nodulation-related genes were assessed in empty vector (EV), *GmbHLH121* RNA interference (RNAi), and *GmbHLH121* overexpression (OX) hairy roots using quantitative reverse transcription PCR (qRT-PCR). Gene expression was normalized against the reference gene *Cons6*, and fold changes were calculated relative to the EV control. Error bars represent standard error.

How the deposited data were processed for this re-analysis (not part of the article)

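TRAP-seq had been done on 12 libraries of soybean hairy roots, 3 replicates each of mock and inoculated roots at 72 hpi and at 21 dpi. The authors filtered paired reads of 75 bp from stranded poly(A) libraries for low quality, mapped them with STAR 2.7.4a to the soybean genome and counted them per gene with HTSeq 0.14, and the deposited values are these raw counts, with no normalization. The options for strand and for reads that map more than once were not found in the paper or the sample labels. In the deposited counts, the classes that name no gene were kept out of library sizes and tests. Alignments to more than 1 place made up 2.24% to 4.29% of a library's values, reads on no gene 1.58% to 2.69% and ambiguous reads 1.01% to 1.45%, so genes with near-identical copies can be undercounted if such reads were left off genes, as HTSeq does by default. The 10 most counted genes took 3.89% to 4.78% of a library.

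Library totals ranged from 39789343 to 69412279 counts, and are lower at 72 hpi and in inoculated roots at 21 dpi than in mock roots at 21 dpi. Samples were grouped by the time point and treatment on their labels, and replicate numbers were taken from the titles. All libraries and count columns were used. The per-sample values that the copy of Table S1 gives each came closest to the library of the same name.

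Analyses were done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The authors used edgeR 3.32.1. For each time point, the 6 libraries were fitted alone, with TMM normalization, genes with a total of at least 10 counts, and the quasi-likelihood F test of that edgeR generation (legacy=TRUE) with Benjamini-Hochberg adjustment. The prior count of fitted log2-fold changes was 0.125. Genes were called at an FDR under 0.01 and a |log2-fold change| over 1, as the paper's results give. The time-by-inoculation interaction was tested in all 12 libraries, and mock roots of the 2 time points were compared in the 6 mock libraries, with the same filter and thresholds. Genes were counted as detected with a total of at least 10 counts over the 3 mock libraries of a time point. The overlap of calls at the 2 time points is given by direction.

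On counts simulated at the fitted dispersions with 200 genes changed, these tests recovered 200 of them at 72 hpi, 200 at 21 dpi and 200 between mock roots, with false calls of 0, 1 and 1, and 199 of 200 in the interaction with 0 false calls. The changed genes were drawn from those with a mean of at least 100 counts. As many rose as fell, and all changes were larger than the threshold of 1. The median error of the log2-fold changes recovered was 0.0436 at 72 hpi, 0.0661 at 21 dpi, 0.0660 between mock roots and 0.0759 in the interaction. Genes with fewer counts, changes near the threshold and changes mostly in 1 direction were not simulated, so recovery of these is unknown.

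Genes are named in the text when the paper gives their identifier, when they are in the lists of Tables S5 and S7, or when they were among the 5 largest rises or falls of a comparison or of the interaction among called genes, with a mean of at least 1 CPM in the higher group and every inoculated library beyond every mock library. Genes named outside this rule are marked where they appear. The lists of Tables S3, S5 and S7 were chosen by the study from the same libraries. The copy of Table S3 gives at most 24 readable genes per term, and that of Table S1 holds the first 1997 of 2636 genes at 72 hpi and the first 488 of 8422 at 21 dpi, so no enrichment or overlap was computed from them. Where a group had no count, a fold is given as a bound from 3 counts, and where it had 1 to 3 counts, as a ratio with an exact 95% interval.

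The alternatives tried were RLE normalization, library size only, filterByExpr, no filter on counts, the newer quasi-likelihood method (legacy=FALSE), DESeq2's Wald test, a replicate block, a single fit of all 12 libraries, a test against a log2-fold change of 1 by glmTreat, the 2 other thresholds of Fig. 2A, other minimums for detection, and the omission of each library in turn. The number of calls was also counted for all 10 splits of the 6 libraries of each comparison and for 100 relabellings of the interaction.

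Tests of gene families were planned from words in the product names of a gene table, but of the gene identifiers in the libraries, 0 were in the table held, so these tests and the one of nitrate assimilation genes were left out. For the same reason, neighbouring genes were taken from the numbering of gene identifiers. RT-qPCR, imaging, mutant and single-cell data of the paper were not analysed here.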

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

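The tests of exchanged labels and of runs of neighbouring genes were chosen after the result was seen, the genes of the last 2 paragraphs were also picked out after their values were seen, and the other tests were planned.

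The response to inoculation differed between the 2 time points by a direct test, in 9131 of 45141 genes at an FDR under 0.01 and a difference over 1 (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). Among the 100 relabellings of mock and inoculated within time points that were tried, of 200 possible, 2 gave as many genes, the real one included. The other was the real split at each time point with the labels exchanged at 1 of them, which gave 10119 genes. The 500 genes that were called in opposite directions all pass this test, but the way they were chosen leaves little room for another outcome, so this adds no evidence. Labels of mock and inoculated roots exchanged at 21 dpi are argued against by the 4 genes annotated as hemoglobin 2 in Table S1. These genes had 12685 counts in the inoculated libraries of that time point and 0 in the mock libraries. That they are hemoglobins of nodules was assumed here, since the annotation does not state it. Labels exchanged at 72 hpi cannot be told apart from the labels given, because the same genes had 57 counts in inoculated and 1 in mock roots there, at most 0.339 CPM, too little to decide. The number of genes past this test lay between 9009 and 9220 under the other scalings, filters, methods and the replicate block, and between 8615 and 10080 when single libraries were left out. What stays open is the biological difference between an early and a late stage. Root age, the time of library preparation and the nitrogen given to mock roots are open as well, and none of these was tested.

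The gene with the most negative interaction among those the paper names, Glyma.03G058800, had a log2-fold change of -21.31 at 21 dpi relative to 72 hpi (SE 0.19, FDR 2.2e-23), with opposite directions in all libraries. The counts in 72 hpi mock libraries were 1, 0 and 1, so the size of this difference depends on the prior count. In the order of gene identifiers, it lies in a run of 50 neighbouring genes of chromosome 3, from Glyma.03G050951 to Glyma.03G060000, that holds 13 of the 495 genes called in opposite directions and placed on a chromosome, where the next fullest run elsewhere holds 5. In 1000 random placements over the 41712 genes placed, the fullest run held at most 8, a p of 0.001, the smallest they can give. Of the 13 genes, 4 rose and 9 fell at 72 hpi. Such crowding is what plants of different genotype between groups would leave, so a local difference in genotype, or in what the reference assembly holds of it, may contribute. Crowding is not special to opposite directions, since the 1013 placed genes that changed in the same direction held 13 in their fullest run, on chromosome 9, where 1000 random placements of them held at most 10. Reads shared between near-identical copies cannot be told apart from this, because the summed CPM over the run moved by at most 1.41 times between mock and inoculated roots, from 681 to 901 at 72 hpi and from 771 to 548 at 21 dpi, and no gene sequence was held. A response of these genes to rhizobia was not excluded.

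Glyma.01G040700 is the gene whose promoter drives the tagged ribosomal protein in these roots. Its log2-fold change was 0.99 higher at 21 dpi than at 72 hpi (SE 0.13, FDR 1.7e-06 by the same test), just under the threshold of 1. It fell from 8.35 ± 0.280 to 4.37 ± 0.430 CPM at 72 hpi, a log2-fold change of -0.88 (SE 0.08, FDR 2.5e-10) with all 3 inoculated libraries below every mock library, and had 9.77 ± 1.28 and 10.2 ± 0.331 CPM at 21 dpi, a log2-fold change of 0.06 (SE 0.09, FDR 0.566). Without 21 dpi mock replicate 3, the value at 21 dpi was -0.0025, and with library size only -0.0400. A lower share of cells that carry the promoter, or a lower activity of the promoter itself, was not tested.

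GmbHLH121 (Glyma.03G105700) rose at 21 dpi and fell, under the threshold, at 72 hpi, and the difference of 2.17 was detected by the test of the interaction. The level in mock roots itself was higher at 21 dpi, by 1.92 on the log2 scale (FDR 3.1e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in 3 of 3 libraries, so the time points start from different levels. No technical explanation particular to this gene was tested.

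For GmAAP2 Glyma.11G107000, the log2-fold change at 21 dpi was -6.86 relative to 72 hpi (SE 0.36, FDR 5.1e-12 by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment), with all 3 inoculated libraries above every mock library at 72 hpi and below it at 21 dpi. It rested on 10 counts in mock and 130 in inoculated roots at 72 hpi and on 701 and 52 at 21 dpi. No explanation of this reversal was tested.

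Among genes whose change the paper's results do not take up, those annotated as hemoglobin in Table S1 were present in inoculated roots at 21 dpi. Glyma.10G198800 had 27.9 CPM there and no count in the mock libraries of that time point, Glyma.20G191200 had 22.8, Glyma.10G199100 20.7 and Glyma.10G199000 14.2 CPM, also without a count in those mock libraries. In all, 5 of the 6 annotated genes were higher in all 3 inoculated libraries than in all mock libraries at 21 dpi. Nodule tissue left on the roots could bring such transcripts, although the paper states that nodules were taken off before the roots were collected. Expression in the tagged cells of nodulated roots could bring them as well. The sources cannot be told apart, because the copy of Table S1 lists only genes that the study called as changed and no library of nodules was analysed here.

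Another signal in a gene that the paper's results do not take up is Glyma.08G212000, annotated as HSP20-like, with 12.3 ± 0.305 CPM in inoculated roots at 72 hpi and 3 counts over the mock libraries, a ratio of 521 with a 95% counting interval from 178 to 2528. At 21 dpi it rose from 0.382 ± 0.0832 to 10.8 ± 1.18 CPM. A difference in handling or temperature between mock and inoculated plants was not tested, and no explanation of this rise was tested.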

How the results depend on the processing

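All alternatives in this part and the main analysis were set before the data were examined and none was added later, while the terms of Table S3 were picked from the paper without being part of that plan. Of the 90 counts of genes reported here, none moved by more than 1.5 times with RLE in place of TMM normalization, with library size only, with filterByExpr or no filter in place of the minimum of 10 counts, with the newer quasi-likelihood method, with DESeq2's Wald test, with the replicate number as a block, with all 12 libraries in a single fit, with other minimums for detection, or when any single library was left out, wherever each of these was tried. They moved when the thresholds changed.

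Under those settings, leaving single libraries and the block aside, DEGs at 72 hpi numbered 2748 to 3124 (3082 in the main analysis), DEGs at 21 dpi 8706 to 9522 (9240), genes of the interaction 9107 to 9220 (9131) and genes that differ between mock roots of the 2 time points 7346 to 8690 (7733). When each library was left out in turn, they ranged from 2950 to 3012, from 8412 to 10214, from 8615 to 10080 and from 7187 to 7968. The highest values at 21 dpi and in the interaction came without 21 dpi mock replicate 2. With library size only, the median log2-fold change of all genes shifted by -0.07 at 72 hpi, by -0.10 at 21 dpi and by 0.18 between mock roots, and the share of DEGs at 21 dpi that were higher in inoculated roots went from 55.6% to 47.6%. Of the genes of the interaction, 46.0% had the higher log2-fold change at 21 dpi in the main analysis. This share was 38.8% with filterByExpr, 43.5% with RLE and 39.7% with library size only. Of the transcription factor families, ERF, NAC, WRKY, MYB, bHLH, C2H2, LBD, GRAS, G2-like and ARF were checked under these scalings, and none of them changed the sign of its median. DESeq2 gave no adjusted p for 817 genes at 72 hpi and 876 genes in the interaction, and a gene removed by a filter has no value under it.

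For 82 of the counts, 3 other thresholds were tried. In what follows, each set of 4 numbers gives the main analysis and then these 3 in turn. The first is a test against a log2-fold change of 1 (glmTreat) at an FDR under 0.01. The second is the legend of Fig. 2A (FDR under 0.1, |log2-fold change| of at least 2). The third is the titles inside Fig. 2A (FDR under 0.001, |log2-fold change| over 2, read as log2 from the axis). Each of these asks for a larger change than the main analysis, which removes genes by construction. The legend's looser FDR also adds genes. Of the 1317 genes at 72 hpi and 3824 at 21 dpi under the legend, 1150 and 3353 were also called in the main analysis. Within 1.5 times of the main analysis were 31, 7 and 6 of the 82 counts under the 3 other thresholds. DEGs at 72 hpi numbered 3082, 1683, 1317 and 1003, of which 2674, 1572, 1203 and 958 rose and 408, 111, 114 and 45 fell. At 21 dpi there were 9240, 4807, 3824 and 2831, of which 5138, 2826, 2196 and 1630 rose and 4102, 1981, 1628 and 1201 fell. Called at both time points were 1515, 736, 543 and 415. Genes that rose at 72 hpi only numbered 1358, 883, 693 and 559, and those that fell at 72 hpi only 209, 64, 81 and 29. At 21 dpi only, 4002, 2257, 1744 and 1279 rose and 3723, 1814, 1537 and 1137 fell. Those that rose at both numbered 976, 533, 435 and 344 and those that fell at both 39, 11, 16 and 9. Opposite directions were seen in 340, 156, 75 and 55 genes that rose first and 160, 36, 17 and 7 that fell first.

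In the same order, the transcription factor genes of Table S7 that rose at 72 hpi numbered 240, 149, 87 and 82, and 13, 5, 2 and 2 fell. At 21 dpi, 379, 229, 124 and 119 rose and 220, 123, 46 and 44 fell. By family, the genes that rose at 72 hpi numbered 35, 25, 19 and 17 for ERF, 25, 14, 9 and 9 for NAC, 22, 15, 7 and 6 for WRKY and 17, 9, 4 and 4 for MYB. They were 16, 7, 4 and 4 for bHLH, 14, 9, 5 and 5 for C2H2 and 10, 6, 4 and 4 for LBD, and 3, 0, 2 and 2 ERF genes fell. Rising at 21 dpi were 53, 36, 20 and 19 MYB genes, 48, 26, 14 and 13 ERF genes and 38, 18, 11 and 11 bHLH genes. NAC genes that rose numbered 30, 20, 8 and 8, and C2H2 genes 21, 11, 7 and 7. Falling at 21 dpi were 20, 8, 4 and 4 bHLH genes, 19, 14, 3 and 3 WRKY genes, 15, 9, 1 and 1 GRAS genes and 14, 9, 5 and 4 ERF genes. The falling G2-like genes numbered 14, 10, 2 and 2, the MYB genes 12, 5, 4 and 3, the C2H2 genes 12, 4, 2 and 2 and the ARF genes 10, 4, 2 and 2.

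For Table S5, the rising genes of PME Group I at 21 dpi numbered 13, 7, 6 and 4 in the same order, those of Group III 2, 2, 0 and 0 and those of Group IV 2, 2, 0 and 0. On the whole PME list, 17, 11, 6 and 4 rose at 21 dpi. PMEI Group I had 11, 11, 7 and 7 at 72 hpi and 15, 9, 6 and 4 at 21 dpi, and PMEI Group III 4, 3, 0 and 0 and 13, 9, 7 and 7. On the whole PMEI list, 15, 14, 7 and 7 rose at 72 hpi and 28, 18, 13 and 11 at 21 dpi. The rising PME genes at 72 hpi, 12, 12, 8 and 8, stayed within 1.5 times.

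Of the lists of Table S3, again in the same order, the genes that rose at 72 hpi numbered 22, 6, 5 and 5 for secondary cell wall biogenesis, 18, 14, 7 and 7 for the ethylene-activated signaling pathway, 23, 18, 10 and 10 for jasmonic acid signaling and 19, 13, 5 and 5 for the response to brassinosteroid. For regulation of amino acid transport they were 4, 1, 0 and 0, for nitrate transport 6, 3, 0 and 0 and for the response to nitrate 9, 6, 2 and 2. The list for the cellular response to heat had 19, 14, 10 and 10 at 72 hpi and 14, 11, 10 and 9 at 21 dpi. Falling at 72 hpi were 16, 6, 1 and 1 genes of the phenylpropanoid biosynthetic process, and 10, 9, 3 and 3 genes of that list rose at 21 dpi. Phenylpropanoid biosynthesis had 12, 7, 1 and 1, the ethylene biosynthetic process 3, 3, 1 and 1, flavonoid biosynthesis 4, 2, 0 and 0 and lipid biosynthesis proteins 7, 1, 0 and 0. The lists that rose at 21 dpi gave 24, 20, 5 and 5 for xylem development, 24, 17, 13 and 12 for cell wall modification and 5, 4, 3 and 3 for regulation of amino acid transport. They gave 11, 6, 2 and 2 for the ethylene biosynthetic process and 24, 20, 9 and 9 for the phenylpropanoid biosynthetic process. Those that fell at 21 dpi gave 24, 20, 9 and 9 for starch and sucrose metabolism, 24, 12, 3 and 3 for the mitotic cell cycle process and 24, 12, 3 and 3 for nuclear division. They gave 24, 12, 6 and 5 for cell wall modification, 11, 7, 4 and 4 for phloem transport, 20, 14, 6 and 6 for the glycosyl compound catabolic process and 24, 8, 3 and 3 for DNA recombination.

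Where a count is 0, the genes that changed in that direction at an unadjusted p under 0.05 in the same test numbered 3 for falling ERF genes, 2 for PME Group III, 2 for PME Group IV and 8 for PMEI Group III at 72 hpi. For the lists of Table S3 at 72 hpi, they numbered 5 for regulation of amino acid transport, 6 for nitrate transport, 4 for flavonoid biosynthesis and 7 for lipid biosynthesis proteins.

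Single genes reversed only where their change was not called in the main analysis. With library size only, the log2-fold changes at 21 dpi of Glyma.01G040700, Glyma.03G132700, Glyma.08G128800 and Glyma.18G093900 went to -0.0400, -0.0606, -0.0530 and -0.0653, from values of at most 0.0608. That setting shifted the median log2-fold change of all genes at 21 dpi by -0.10, larger in size than each of these values in the main analysis. The change of scaling is thus enough to reverse them. When each library was left out in turn, the direction reversed at 72 hpi for Glyma.17G046800 (-0.0217, from -0.0596 to 0.0449) and Glyma.05G108900 (0.14, from -0.0174 to 0.28). At 21 dpi, it reversed for Glyma.01G040700 (0.0608, from -0.00250 to 0.17), Glyma.08G128800 (0.0468, from -0.55 to 0.36), Glyma.18G093900 (0.0342, from -0.20 to 0.30), Glyma.09G012300 (-0.20, from -0.57 to 0.32) and Glyma.20G037900 (0.33, from -0.0807 to 0.69). The cause of the reversals without single libraries was not tested. Of the 189 values of single genes, 100 comparisons with an alternative other than the 2 thresholds of Fig. 2A changed, 71 of them to no call, 14 to a call and 15 in direction.

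Mock and inoculated libraries carry the same replicate numbers, but the numbers were not found to pair them. Over genes with a mean of at least 100 counts, the deviations of same-numbered libraries from their group means had correlations of -0.183, 0.123 and -0.0417 at 72 hpi and 0.183, 0.0532 and -0.0763 at 21 dpi. With the replicate number as a block, 3049 genes were called at 72 hpi, 9072 at 21 dpi and 9009 in the interaction. Among the named genes, the block changed the call of Glyma.10G084000 at 72 hpi and of Glyma.02G192700 and Glyma.09G077100 at 21 dpi, and of no other.

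Gene family sets, planned with camera and with fry, were not run, because none of the gene identifiers of the libraries is in the gene table held, and so none of their alternatives was tried. Depth limits single genes at low counts more than the numbers of DEGs. Of the genes that rose at 21 dpi, 252 had no count in the mock libraries, so their size is known only as a bound.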

Differences from the paper's values

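No test in this part was chosen after the result was seen. The paper's Table S7 lists 3 transcription factor genes as falling at 72 hpi, and 13 genes of the table fell here. Of the alternatives set before the data were examined, the legend's thresholds and the titles' thresholds of Fig. 2A give 2 each, within 1.5 times of the paper's 3, and the others do not close the gap. The same thresholds move the list away from the paper elsewhere, since they take the genes of the table that rise at 72 hpi from 240 to 87 and 82, against the paper's 235.

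The largest set of differences is in the PMEI list of the paper's Table S5, where the log2-fold changes beside 37 of the 38 gene identifiers match another gene of the list, and 1 its own, to within 0.1. On the PME list, all 24 match their own gene. A value is listed when it has the other sign or lies more than 1 SE of the main analysis away from the paper's, so a gene with a small SE is listed for a small gap. The paper's value is given first and the value from the counts second. At 72 hpi, they were Glyma.19G212300 -1.75 against 1.18, Glyma.19G212400 1.49 against -0.26, Glyma.19G212500 1.32 against 0.33 and Glyma.19G231400 1.24 against -0.51. The next were Glyma.02G016600 7.82 against 3.26, Glyma.05G190300 1.86 against -0.63, Glyma.05G236800 1.79 against -0.47 and Glyma.05G236900 1.34 against 0.54. Then come Glyma.01G137700 1.19 against 1.24, Glyma.15G138400 9.02 against -1.498, Glyma.02G016700 7.12 against -0.36 and Glyma.17G044900 4.49 against 0.48. The last were Glyma.17G046800 4.18 against -0.0217, Glyma.17G137400 3.27 against 1.26 and Glyma.06G152400 1.27 against -0.59. Without 72 hpi inoculated replicate 1, the value of Glyma.05G236900 was 0.84, still below the paper's but within 1 SE (0.58) of it. That of Glyma.01G137700 comes within 1 SE of the paper's with library size only and with all 12 libraries in a single fit. None of the alternatives set before the data were examined did so for the other genes at 72 hpi.

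At 21 dpi, again with the paper's value first, they were Glyma.03G029100 1.79 against 7.83, Glyma.03G029200 1.71 against 5.93, Glyma.03G215800 1.53 against 0.63 and Glyma.03G215900 1.53 against 1.06. Glyma.03G029100 and Glyma.03G029200 had no count in the 21 dpi mock libraries, so their fitted values depend on the prior count. As bounds, they were at least 34.0-fold and 8.95-fold higher in inoculated roots. The next were Glyma.04G236200 1.08 against 0.91, Glyma.05G190300 1.16 against 1.78, Glyma.05G236800 1.30 against -1.54 and Glyma.06G319000 2.47 against 4.61. Further along the list were Glyma.06G319100 2.31 against 1.06, Glyma.09G077100 -1.53 against 2.18, Glyma.01G137700 1.57 against -0.65 and Glyma.10G017200 -1.15 against 4.02. After these came Glyma.02G016700 7.89 against 2.14, Glyma.17G046800 4.63 against -1.16, Glyma.17G137400 1.96 against 5.71 and Glyma.17G151500 4.04 against -4.68. Then came Glyma.03G028500 -5.87 against 2.15, Glyma.03G028600 -4.67 against 2.29, Glyma.05G068800 1.07 against -5.88 and Glyma.06G152400 5.73 against 1.53. Lower down stood Glyma.06G192400 2.95 against 1.15, Glyma.06G319200 2.17 against 1.29, Glyma.01G211300 2.16 against -0.36 and Glyma.07G237500 2.03 against 1.30. The last were Glyma.09G033700 1.54 against 2.45, Glyma.09G122000 1.38 against 2.01 and Glyma.09G232000 1.32 against 1.57. The value of Glyma.09G232000 comes within 1 SE of the paper's without 21 dpi mock replicate 1, and for the other genes at 21 dpi none of the alternatives set before the data were examined did so. On the PME list of the same table, the paper marks Glyma.03G029200 and Glyma.09G077100 as not significant at 21 dpi, and both are called here, Glyma.09G077100 only under part of the alternatives.

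Some statements of the paper also differ. The paper has GmbHLH121 enriched in the phloem at both time points, and here it was -0.69 on the log2 scale at 72 hpi (FDR 3.6e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 inoculated libraries), in a comparison with mock roots and not with other tissues. By size of log2-fold change, the 5 genes of Fig. 2C for 72 hpi rank 1, 18, 25, 74 and 77 of 2674. Of the 1923 genes with at least 1 CPM in the higher group, they rank 1, 14, 18, 35 and 37. The paper calls them the top 5 that rose and names no measure, so its ranking may rest on another. It names ARF as the family with the strongest reduction at 21 dpi, and by number of falling genes bHLH has 20, WRKY 19, GRAS 15, ERF 14 and G2-like 14 against 10 for ARF, and MYB and C2H2 have 12 each. By median log2-fold change over all listed genes of a family, G2-like has -1.46 with 6 genes rising and 14 falling, and ARF -1.16 with all 10 falling. C3H (-1.17) and 6 families of at most 5 listed genes also lie below ARF, whereas GRAS (-1.14, 5 rising), ERF (1.11, 48 rising) and, with positive medians, bHLH (38 rising), WRKY (25 rising), MYB (53 rising) and C2H2 (21 rising) lie above it.

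The paper has the CDPK gene Glyma.10G084000 as raised at 72 hpi, and here its log2-fold change was 0.998, just under the threshold. It is called with RLE in place of TMM normalization, with filterByExpr, with DESeq2's Wald test, with the replicate block, and without 72 hpi mock replicate 2, inoculated replicate 1 or inoculated replicate 3.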

Other observations

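The tests of 21 dpi mock replicate 2, of a library deposited more than once and of the genes of Fig. 2C were chosen after the result was seen, and the other tests were planned.

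With 3 libraries in each group, the real split was the only 1 of the 10 splits of the 6 libraries that gave as many genes at 72 hpi (3082), at 21 dpi (9240) and between mock roots of the 2 time points (7733). Every other split gave 0 genes in all of these comparisons. Even so, 10 splits cannot give a share under 0.1, so chance in the grouping is not excluded by this count.

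More genes were called at 21 dpi than at 72 hpi. Deeper libraries at 21 dpi do not account for it, since with those libraries thinned to the medians of the 72 hpi groups a median of 9070 genes over 5 draws was called (9035 to 9109), 2.94 times the number at 72 hpi. A smaller spread between replicates at 21 dpi is argued against by the common dispersion, 0.00464 at 21 dpi and 0.000978 at 72 hpi. Whether the roots respond more at the later time point, apart from root age and nitrogen supply, was not tested.

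At 21 dpi, mock replicate 2 differed from mock replicates 1 and 3 in the direction of the inoculated libraries. Over 32328 genes with a mean of at least 100 counts, its log2 difference from mock replicate 1 had a correlation of 0.498 with that of the inoculated mean from mock replicate 3, and the same correlation with replicates 2 and 3 exchanged was -0.0450. Thinned to the depth of replicate 1, it still had 0.475, so its larger number of counts does not explain it. Material of inoculated roots mixed into the library is argued against by 44 genes with no count in mock replicates 1 and 3 and at least 5 CPM in every inoculated library. At the share of 4.02% that other raised genes would give, they should have 12052 counts in replicate 2, and they had 11. The design gives no biological explanation for a single library, and none was tested. Leaving this library out raised the number of DEGs at 21 dpi to 10214.

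Replicates lay close together, with Pearson correlations of log2 CPM from 0.9948 to 0.9988 over the 12 pairs within groups. These values cannot tell how separately replicates were grown and harvested, so the p-values measure the spread between these libraries only. A library deposited more than once is argued against, because among genes with mean counts of 1000 to 10000 the squared difference of a pair was from 1.64 to 30.2 times what counting alone gives, above 1 in 12 of 12 pairs.

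The rise at 21 dpi of the 5 genes of Fig. 2C for that time point is not a higher level in inoculated roots than at 72 hpi, since for all 5 every inoculated library at 21 dpi lay below every one at 72 hpi. They had no count in 21 dpi mock roots. Of the 252 genes that rose at 21 dpi and had no count in those mock libraries, 27 had at least 1 CPM in 72 hpi mock roots, and 26 of these 27 were higher in inoculated roots at 72 hpi than at 21 dpi.

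In 3 genes, Glyma.03G058950, Glyma.U006202 and Glyma.U042300, the mean was over 1 CPM in 72 hpi inoculated and 21 dpi mock roots and under 0.1 CPM in 72 hpi mock and 21 dpi inoculated roots. No explanation of this pattern was tested for these genes beyond the run on chromosome 3.

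Of terms in Table S3 that the text does not take up, the 19 genes listed for the cellular response to heat all rose at 72 hpi, with a median log2-fold change of 2.13, and at 21 dpi 14 rose and 1 fell. All 6 genes listed for nitrate transport rose at 72 hpi (median 1.29), as did all 9 listed for the response to nitrate (median 1.42), and at 21 dpi 4 and 5 of them rose and 1 gene of each list fell, by -4.56 on the log2 scale. The lists were chosen by the study from these libraries. Genes of nitrate assimilation as a set, which would bear on the ammonium nitrate given to mock roots, were not analysed here because no gene annotation by identifier was held.

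Between mock roots, 5803 genes were higher and 1930 lower at 21 dpi than at 72 hpi, of 43322 tested, a comparison in which root age and library preparation are confounded.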
